# Zebrafish *rbm8a* and *magoh* mutants reveal EJC developmental functions and new 3′UTR intron-containing NMD targets

**DOI:** 10.1371/journal.pgen.1008830

**Published:** 2020-06-05

**Authors:** Pooja Gangras, Thomas L. Gallagher, Michael A. Parthun, Zhongxia Yi, Robert D. Patton, Kiel T. Tietz, Natalie C. Deans, Ralf Bundschuh, Sharon L. Amacher, Guramrit Singh

## Abstract

Many post-transcriptional mechanisms operate via mRNA 3′UTRs to regulate protein expression, and such controls are crucial for development. We show that homozygous mutations in two zebrafish exon junction complex (EJC) core genes *rbm8a* and *magoh* leads to muscle disorganization, neural cell death, and motor neuron outgrowth defects, as well as dysregulation of mRNAs subjected to nonsense-mediated mRNA decay (NMD) due to translation termination ≥ 50 nts upstream of the last exon-exon junction. Intriguingly, we find that EJC-dependent NMD also regulates a subset of transcripts that contain 3′UTR introns (3′UI) < 50 nts downstream of a stop codon. Some transcripts containing such stop codon-proximal 3′UI are also NMD-sensitive in cultured human cells and mouse embryonic stem cells. We identify 167 genes that contain a conserved proximal 3′UI in zebrafish, mouse and humans. *foxo3b* is one such proximal 3′UI-containing gene that is upregulated in zebrafish EJC mutant embryos, at both mRNA and protein levels, and loss of *foxo3b* function in EJC mutant embryos significantly rescues motor axon growth defects. These data are consistent with EJC-dependent NMD regulating *foxo3b* mRNA to control protein expression during zebrafish development. Our work shows that the EJC is critical for normal zebrafish development and suggests that proximal 3′UIs may serve gene regulatory function in vertebrates.

## Author summary

Genetic mechanisms that ensure optimal translation of mRNA into protein are crucial for proper cellular function and normal development. The exon junction complex (EJC) that marks intron-excision sites help achieve optimum mRNA expression by stimulating nonsense-mediated mRNA decay (NMD), which applies brakes on protein production by rapidly degrading mRNAs encoding truncated proteins as well as certain normal mRNAs. A major branch of vertebrate NMD senses mRNAs where stop codons occur ≥ 50 nucleotides upstream of the last intron-excision site and destructs such mRNAs. Our investigation in zebrafish of two EJC proteins Rbm8a and Magoh revealed their critical role during embryonic development, and identified a set of genes where stop codons occur < 50 nucleotides upstream of intron-excision sites, and yet NMD still appears to regulate their mRNA levels. Some mRNAs in human and mouse cells with intron excision events close to stop codons are also apparently regulated by NMD. We identify 167 genes in zebrafish, mouse and human genomes that harbor introns < 50 nucleotides downstream of stop codons and predominantly function in nervous system development. Evidence supports that Rbm8a- and Magoh-mediated suppression of protein production from *foxo3b*, a gene with an intron within 50 nucleotides after its stop codon, is important for zebrafish motor neuron development. Our work shows that the EJC is required for normal development in zebrafish and also indicates that introns close to stop codons may induce NMD to control protein expression. Such mechanisms likely play an important role in gene regulation during vertebrate development.

## Introduction

Post-transcriptional control of messenger RNA (mRNA) expression is critical to regulate location, amount, and duration of protein expression. To achieve optimal protein expression in eukaryotes, many regulatory signals reside in mRNA 3′-untranslated regions (3′UTRs) [1]. Recognition of 3′UTR-embedded signals by RNA binding proteins and miRNAs alter the 3′UTR ribonucleoprotein (RNP) composition and regulate mRNA localization, translation, and stability [1–3]. Nuclear RNA processing steps such as alternative polyadenylation can further impact 3′UTR RNP composition by altering 3′UTR length, and hence the repertoire of 3′UTR regulatory signals [4,5]. Mechanisms dictating 3′UTR RNP composition are thus important for cellular function and organismal development [1,6,7].

Pre-mRNA splicing also greatly impacts RNP composition by imprinting several proteins including the exon junction complex (EJC) on spliced exons [8–10]. The EJC is comprised of three core proteins, Eif4a3, Rbm8a (Y14), and Magoh, which assemble ~24 nt upstream of exon-exon junctions and regulate many post-transcriptional steps including pre-mRNA splicing, mRNA export, localization, translation and nonsense-mediated mRNA decay (NMD) [11–13]. As introns primarily occur in open reading frames and rarely in 3′UTRs, the EJC mainly decorates the translated portion of mRNAs [14], from where they are removed by the first translating ribosome [15,16]. However, if a ribosome terminates translation ≥ 50 nucleotides (nts) upstream of an exon-exon junction, one or more EJCs that remain on the mRNA are now located within the 3′UTR. Such EJCs that occur downstream of a terminated ribosome can engage components of the NMD pathway leading to activation of the central NMD factor UPF1 and rapid mRNA turnover [17,18]. In this way, the EJC can induce destruction of aberrant transcripts bearing premature termination codons to suppress expression of truncated polypeptides. When combined with regulated alternative splicing, such EJC-induced NMD can also suppress expression of particular protein isoforms to regulate cellular homeostasis and developmental decisions [19–21]. Normal mRNAs that contain features such as 3′UTR introns (3′UIs) can also acquire EJCs located in the 3′UTRs (and hence within the 3′UTR RNP) [18,22–25]. In the case of such normal transcripts, the ribosome terminates at a normal stop codon after production of at least one full length polypeptide, but due to the presence of a downstream EJC, the transcript can be targeted for decay. Thus, EJC-dependent NMD also acts as a mechanism to fine-tune protein expression as has been shown for *ARC* mRNA at neuronal synapses [24,25]. Interestingly, 3′UI-bearing transcripts are enriched for neuronal and hematopoietic functions [25], and are expressed in tissue-specific patterns [24], suggesting that 3′UIs may play an important role in regulating tissue-specific developmental programs via EJC-dependent NMD. However, the extent of gene regulation via 3′UI-dependent NMD remains largely unexplored, particularly during development.

The EJC core components Rbm8a and Magoh were first discovered in *Drosophila* for their role in germ cell specification and embryo patterning [26,27]. More recently, mutations in human EJC core protein-encoding genes were shown to cause defects in neural, musculoskeletal, and hematopoietic development [28,29]. Developmental defects in neural cell types are also observed in *Xenopus* embryos and mouse models with reduced EJC core protein levels, suggesting conserved and essential EJC neural functions [30–33]. Recent work in mouse models has illuminated an important role for EJC core components in neural precursor cell proliferation during brain development [34–36]. In mice that are conditionally haploinsufficient for any one of the three EJC core components, neural precursor cells exit the cell cycle early and prematurely differentiate, leading to excessive production of neurons, which then undergo p53-dependent apoptosis [30,31,36,37]. These defects lead to impaired cortical development and microcephaly, a phenotype also associated with *RBM8A* and *EIF4A3* mutations in humans [28,29]. While these advances highlight the critical role of EJC during neural development, much remains to be learned about EJC-regulated developmental gene expression programs and how each of the EJC’s many functions contribute to developmental gene regulation.

In this work, we studied EJC developmental functions in zebrafish, a vertebrate model where embryonic tissue formation and morphogenesis are readily observable. We find that zebrafish Rbm8a and Magoh proteins are deposited on mRNAs similarly in zebrafish as in other vertebrate models and have crucial functions in muscle and neural lineages. In *rbm8a* and *magoh* mutant embryos, EJC-dependent NMD is disrupted. Intriguingly, we find that a set of genes containing a stop codon-proximal 3′UI (intron within 50 nts of the stop codon) are upregulated in zebrafish EJC mutant embryos and *upf1* morphants. We show that transcript and protein levels of *foxo3b*, a proximal 3′UI-containing gene, are elevated in the EJC mutants, and its loss from the mutants significantly rescues their motor neuron outgrowth defect. Possibly, EJC-mediated NMD regulates the *foxo3b* transcript to tune its protein output. Proximal 3′UI-containing genes are also widespread in human and mouse genomes, and are similarly upregulated upon disruption of human and mouse NMD pathways. We identify 167 genes that contain a 3′UI at a stop codon-proximal position in zebrafish, mouse and humans. These genes are enriched for genes encoding RNA-binding proteins and proteins involved in nervous system development. Overall, our work uncovers developmental functions of the EJC and possibly a new set of NMD targets with proximal 3′UIs regulated by EJC-dependent NMD.

## Results

### EJC composition and deposition is conserved in zebrafish

The three proteins, Eif4a3, Rbm8a, and Magoh, that form the EJC core are highly conserved among multicellular organisms including zebrafish and humans (S1A Fig). To test if the zebrafish EJC core proteins assemble into a complex similar to that observed in human [38–40] and *Drosophila* [41] cells, we immunoprecipitated Rbm8a from RNase-treated zebrafish embryo extracts. We find that both Eif4a3 and Magoh, but not a negative control RNA-binding protein HuC, specifically co-immunopreciptate with Rbm8a (Fig 1A). We and others have previously shown that the EJC primarily binds 24 nts upstream of exon-exon junctions in cultured human cells and adult *Drosophila* [42–46]. To test if the EJC binds at a similar position on zebrafish spliced RNAs, we first optimized RNA-immunoprecipitation (RIP) from RNase-treated zebrafish embryo lysates using an Rbm8a antibody (S1B and S1C Fig). 

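Rbm8a is a core protein of the EJC, so RNA fragments that stay with it after RNase treatment come from the places where the complex sits on spliced RNA. Each of the 3 RIP-Seq libraries was made from 800 embryos at 24 hpf. The authors state that reads were trimmed, mapped to the GRCz10 genome with HISAT2, freed of PCR duplicates by a random barcode and counted over the principal transcript of each gene. Their deposited table gives the RPKM of 21409 transcripts in each RIP-Seq library and in 1 total RNA library of wild-type embryos at 24 hpf. The labels of these libraries name TopHat2 for the mapping instead. S1 Table lists 2060000, 140000 and 8060000 uniquely mapped reads for replicates 1, 2 and 3, and the deposited table holds no read counts. The median RPKM was 1.08 in replicate 1, 5.69 in replicate 2 and 1.33 in replicate 3. Of the transcripts, 0 stood at an RPKM of 0, which does not show that each transcript had reads in each library. RPKM values were compared as log2 after adding 0.0001, with no test between groups. Transcripts are identified without gene names, so the values are given over all transcripts.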

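Rbm8a-associated RNA of replicates 1 and 2 had a Pearson's r of 0.868 and a Spearman's rho of 0.843 across the transcripts. Replicate 3 stood apart from both, with an r of 0.568 (rho 0.490) against replicate 1 and an r of 0.614 (rho 0.533) against replicate 2. The mean r was 0.684 ± 0.161 (SD, n = 3 pairs of replicates). Total RNA of wild-type embryos, which was not immunoprecipitated, had an r of 0.733 with replicate 3, above the r of replicate 3 with either other RIP-Seq library. Against replicates 1 and 2 the r of total RNA was 0.427 and 0.438. These correlations are across transcripts, which are not independent replicates. Replicate 3 decides the mean, since the 1 pair without it has the r of 0.868. Of all transcripts, 65.6% (14047) had the same ratio between replicates 1 and 2, to 5 digits, and the 7362 others had an r of 0.731. Replicate 3 had 1 such ratio with replicate 1 in 38.3% of transcripts and with replicate 2 in 38.5%. Values at a fixed ratio need not reflect reads, so the r of 0.868 and the medians rest in large part on transcripts that may not have been read. Without the transcripts at the most frequent ratio of each pair, an alternative chosen after the values were seen, replicate 3 stood apart less, with an r of 0.645 against replicate 1 and 0.689 against replicate 2 (mean 0.688 ± 0.0431, SD, n = 3 pairs). Total RNA then had an r of 0.635 with replicate 3, below both, while its rho of 0.629 stayed above theirs (0.564 and 0.614).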

Using optimized conditions, we obtained three well-correlated Rbm8a RIP-Seq biological replicates of Rbm8a-associated RNA fragments from zebrafish embryo lysates (S1D Fig, S1 Table). Rbm8a footprint read densities are significantly higher in exonic regions as compared to intronic regions (Fig 1B), and on exons from multi-exon genes as compared to those from intron-less genes (Fig 1C). A meta-exon analysis shows that, like the human EJC, zebrafish Rbm8a footprints cluster around the canonical EJC position 24 nts upstream of exon 3′ ends (Fig 1D). As expected, 5′ and 3′ ends of RIP-Seq reads accumulate upstream and downstream of the -24 nt position, respectively (Fig 1E). A dramatic reduction in 5′ and 3′ end read counts is seen in a ~10 nt region around the -24 position, revealing the RNA segment that is protected from RNase digestion by Rbm8a-containing EJCs (Fig 1E). The predominant Rbm8a-occupancy position close to exonic 3′ ends is also evident from the RIP-Seq read distribution on individual exons (Fig 1F and S1E Fig). Qualitatively, many canonical EJC sites from highly expressed multi-exon genes show variable Rbm8a binding (Fig 1F and S1E Fig). These profiles also show that zebrafish Rbm8a also associates with non-canonical positions away from the -24 position (Fig 1C, Fig 1F and S1E Fig), as observed previously in human cells [42,43]. Thus, like in human cells, the EJC in zebrafish embryos is also detected at non-canonical positions. Taken together, we conclude that pre-mRNA splicing shapes zebrafish mRNP composition through EJC deposition at exon-exon junctions and beyond.

**Fig 1:**
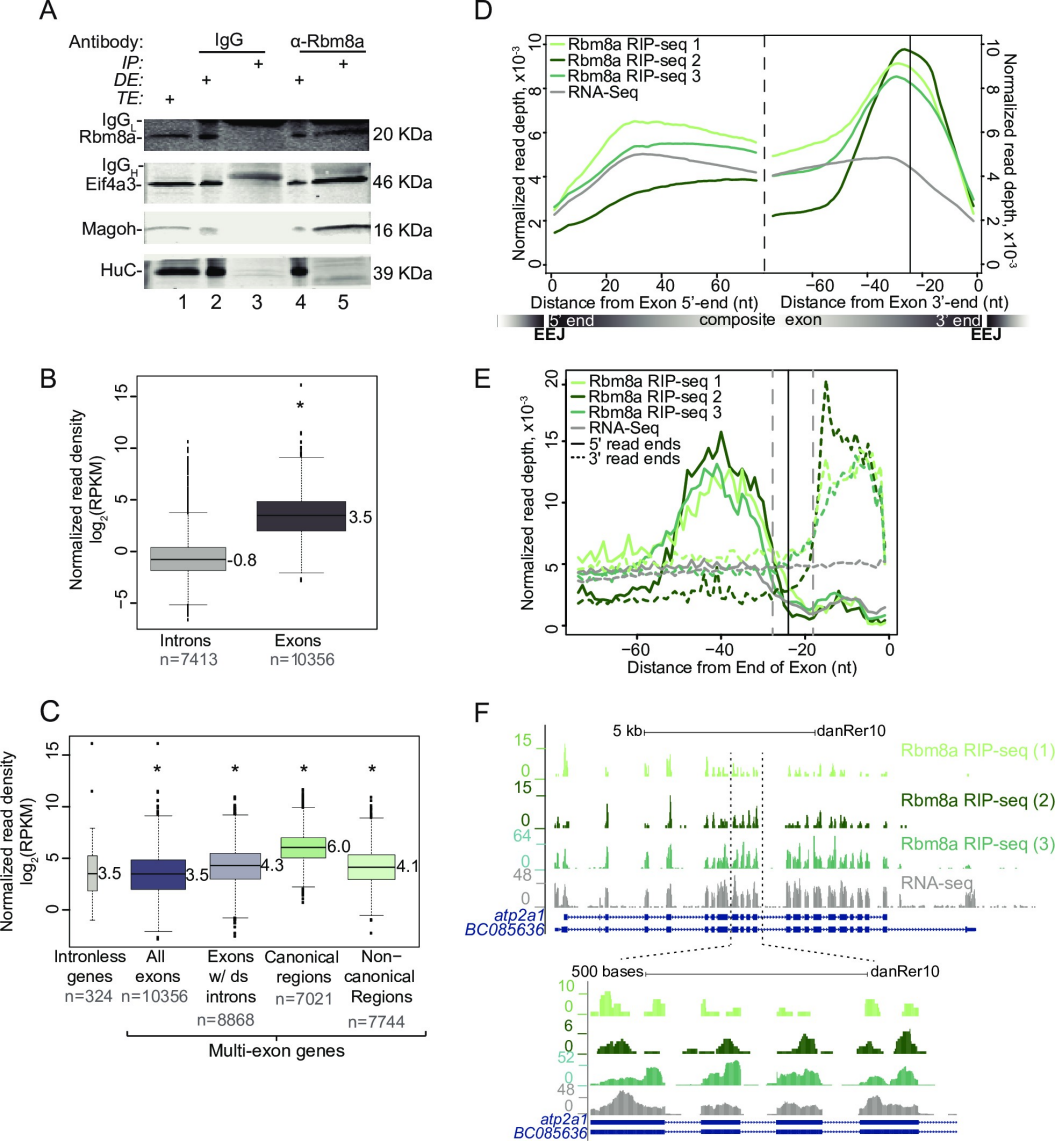
The zebrafish EJC is detected ~24 nucleotides upstream of exon-exon junctions. A. Western blot indicating Rbm8a, Eif4a3, Magoh and HuC proteins detected in RNase I-treated zebrafish embryo total extract (TE, lane 1), depleted extract (DE, lanes 2 and 4) immunoprecipitated protein complexes (IP, lanes 3 and 5). Antigens detected in the blot are listed on the left and antibodies used to immunoprecipitate complexes are listed on top. The signal corresponding to the antibody light chain and heavy chain in the IP lanes is indicated by IgG_L_ and IgG_H_, respectively. B. Boxplots showing the Rbm8a RIP-Seq normalized read densities (reads per kilobase per million, RPKM) in intronic versus exonic genomic regions. Asterisk at the top indicates Wilcoxon test p-value, which is < 10^−6^. C. Boxplots as in B showing the Rbm8a RIP-Seq normalized read densities (RPKM) in the indicated genomic regions (bottom). Exons with downstream introns include all but last exons. Asterisk at the top indicates Wilcoxon test p-values, which are < 10^−6^. D. Meta-exon plots showing Rbm8a RIP-Seq and RNA-Seq (indicated on the top left) normalized read depths in a 75 nt region starting from the exon 5′ (left of dashed black line) or 3′ ends (right of dashed black line). Vertical black line: expected canonical EJC binding site (-24 nt) based on human studies. A composite exon with the relative position of exon-exon junctions (EEJ) is diagrammed at the bottom. E. A meta-exon plot of start and end of Rbm8a RIP-Seq or RNA-Seq reads (indicated on the top left; 5′ ends, solid lines; 3′ ends, dotted lines). Vertical black line: canonical EJC site (-24 nt). Gray vertical dashed lines represent boundaries of the minimal EJC occupied site. F. Top: UCSC genome browser screenshots showing read coverage along the *atp2a1* gene in the Rbm8a RIP-Seq or RNA-Seq replicates as labeled on the right. Bottom: A zoomed in view of the region between the two dotted lines on the top panel. The y-axis on the left of each track shows maximal read coverage in the shown interval.

### *rbm8a* and *magoh* mutant embryos show defects in motility, muscle organization, and motor axon outgrowth

To identify the molecular functions of the EJC during embryonic development, we generated zebrafish *rbm8a* and *magoh* mutant embryos. Using a CRISPR/Cas9-based approach [47], we created frame-shifting deletions early in the protein coding sequence to generate null alleles (Fig 2A). Fish heterozygous for *rbm8a*^*oz36*^ or *magoh*^*oz37*^ alleles displayed no obvious phenotypes and were fully viable. Homozygous mutant *rbm8a* or *magoh* embryos (hereafter collectively referred to as EJC mutant embryos), obtained by intercrossing *rbm8a* or *magoh* heterozygotes, initially appear morphologically normal except for head necrosis and tail curvature prior to 24 hpf (hours post fertilization) (Fig 2B). A closer examination revealed that head necrosis is readily detected by acridine orange staining at 19 hpf (S2A Fig) and morphologically by 21 hpf (S2B Fig). After 24 hpf, EJC mutant embryos decline rapidly, with the decline in *magoh* mutant embryos appearing more advanced at each developmental time point examined (Fig 2B, S2B–S2D Fig). Both EJC mutant embryos have reduced head size, pericardial edema, and widespread necrosis by 32 hpf, and die by 48 hpf.

**Fig 2:**
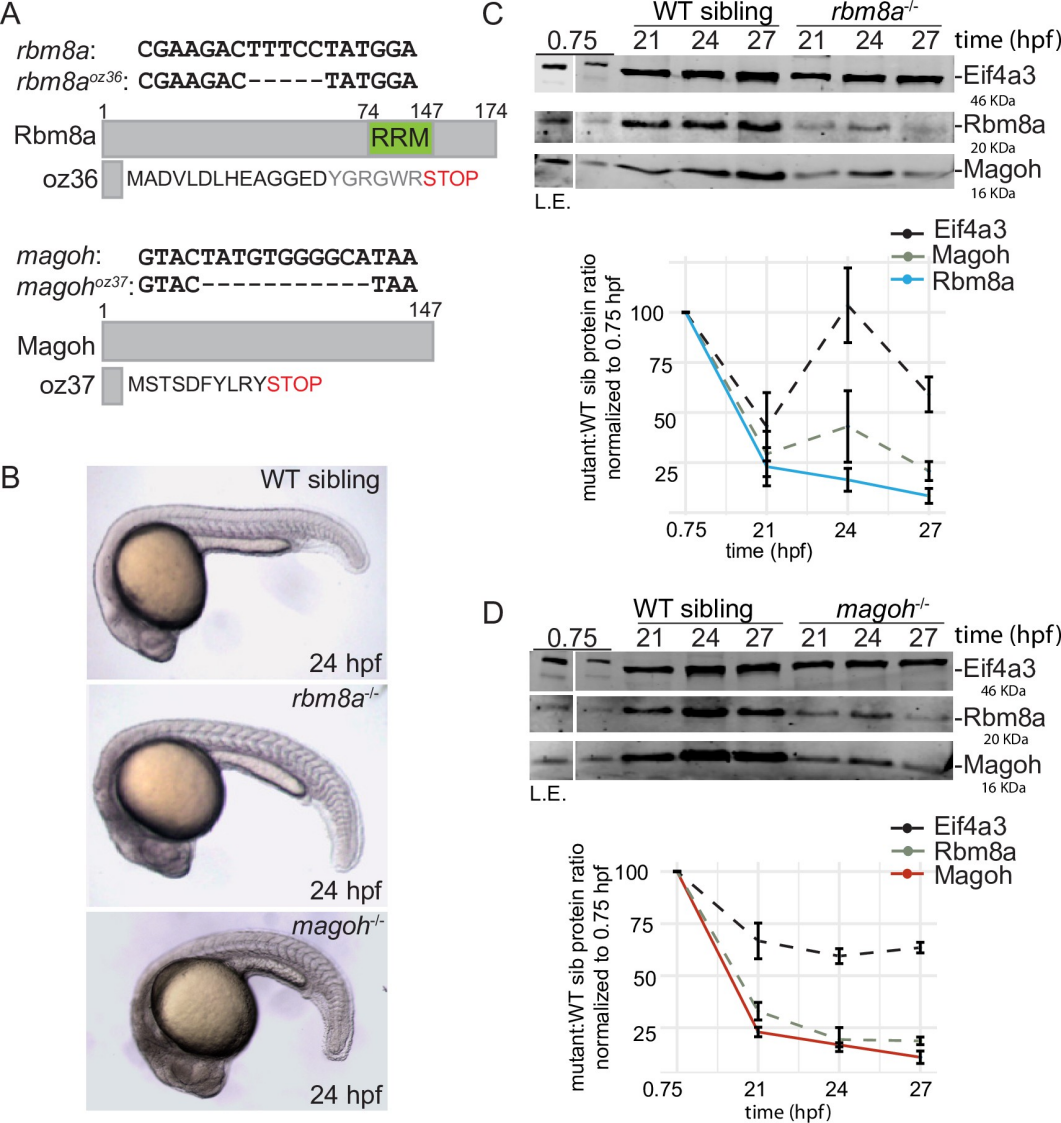
Zebrafish *rbm8a* and *magoh* mutant embryos show gradual loss of maternally contributed Rbm8a and Magoh proteins during early development. A. Schematic illustrating the *rbm8a*^*oz36*^ and *magoh*^*oz37*^ alleles and the predicted proteins they encode. Full-length Rbm8a and Magoh proteins are also shown. RRM: RNA Recognition Motif. B. Whole mount images of live wild-type sibling, *rbm8a* mutant, and *magoh* mutant embryos at 24 hpf. Increased grayness in the head region of homozygous *rbm8a* and *magoh* mutant embryos indicates cell death. C. Top: Western blots showing EJC protein expression in wild type (WT) sibling and *rbm8a*^-/-^ mutant embryos. Antigens detected are listed on the right and embryo genotype is listed above the blot. Developmental time points (hpf) are indicated above each lane. Protein from five (0.75 hpf) or ten embryos (all other time points) was loaded in each lane. A longer exposure (L.E.) of the 0.75 hpf lane is on the left. Bottom: Line graphs showing the amount of protein (per embryo) in the mutant embryos compared to wild-type sibling as a percent of protein present at 0.75 hpf. Error bars represent standard error of means. D. Top: Western blots as in C showing EJC protein expression in wild type (WT) sibling and *magoh*^-/-^ mutant embryos. Bottom: Line graphs showing protein quantification as in C.

We hypothesized that EJC mutant embryos are initially sustained by maternally-deposited *rbm8a* and *magoh* transcripts [48] and Rbm8a and Magoh protein, and that developmental defects appearing at 19–21 hpf coincide with declining maternal stores. Consistent with maternal deposition of EJC transcript and/or protein, we detect Rbm8a and Magoh protein in 2–4 cell stage embryos (0.75 hpf) (Fig 2C and 2D). By 21 hpf, both Rbm8a and Magoh levels in EJC mutant embryos decrease to ~25% of their respective levels in wild-type siblings, and levels continue to drop over the next six hours (Fig 2C and 2D). As previously observed in mammalian cells [49], reduction of either protein of the Rbm8a:Magoh heterodimer leads to a concomitant depletion of the other protein (Fig 2C and 2D).

Although EJC mutant embryos are morphologically indistinguishable from wild-type siblings at 18 hpf, we find that they are paralyzed (Fig 3A). It is unlikely that the lack of spontaneous contractions is due to developmental delay as EJC mutant embryos progressively worsen and thus, never become motile (S2D Fig). To further characterize the paralysis phenotype, we assessed muscle and motor neuron morphology, as these cell types are required for motility. Myosin heavy chain immunostaining reveals that EJC mutant embryos have disorganized myofibers and have U-shaped instead of chevron-shaped myotomes (Fig 3B–3D), with muscle defects in *magoh* mutant embryos consistently more severe than in *rbm8a* mutant embryos. Co-labeling of motor axons (using anti-SV2) and neuromuscular junctions (using Alexa Fluor-conjugated α-Bungarotoxin), shows that motor axon length and neuromuscular junction number are reduced in EJC mutant embryos (Fig 3E–3H). Thus, as expected of genes that encode proteins that function as a complex, homozygous *rbm8a* and *magoh* mutant embryos show phenotypically similar muscle organization and motor axon outgrowth defects.

**Fig 3:**
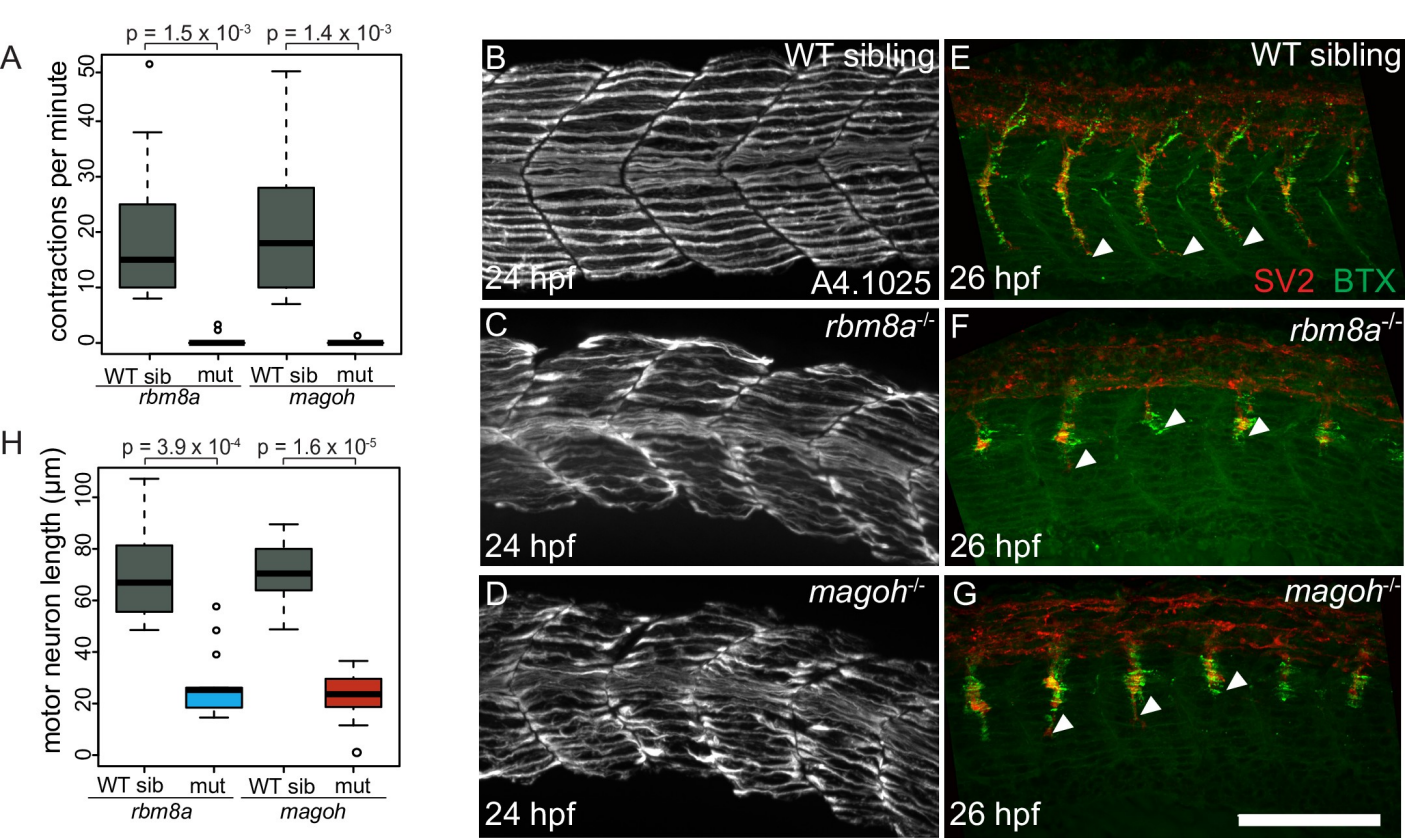
EJC mutant embryos are paralyzed, have disorganized muscles and stunted motor axons. A. Boxplots showing the number of spontaneous contractions per minute measured for the EJC mutant embryos and WT siblings at 24 hpf as indicated on the x-axis. Welch’s t-test p-values are indicated at the top. B-D. Immunofluorescence images showing Myh1 expression in somites 10–14 of WT sibling (B) *rbm8a* mutant (C) and *magoh* (D) mutant embryos. Antibody used was anti-A4.1025 (see methods) (N = 10 embryos/genotype). E-G. Merged confocal images of somites 12–16 in WT siblings (E) *rbm8a* (F) and *magoh* (G) mutant embryos showing immunofluorescence detection of motor neurons (anti-SV2; red) and acetylcholine receptors (α-Bungarotoxin; green). Neuro-muscular junctions in the merged image appear yellow. White arrowheads point to the end of the motor neuron. Scale bar in G is 100 nm. H. Boxplots showing the quantification of motor axon length in somites 12–15 of wild-type sibling, *rbm8a* mutant, and *magoh* mutant embryos (N = 4 embryos/genotype and 4 neurons/embryo). Welch’s t-test p-values are at the top.

### Analysis of gene expression in *rbm8a* and *magoh* mutant embryos

To identify EJC-regulated genes during zebrafish embryonic development, we performed RNA-Seq from the EJC mutant embryos and their wild-type siblings at two developmental time points, 21 hpf and 27 hpf. The 21 hpf timepoint is when EJC mutant embryos begin to show visible phenotypes and reduced Rbm8a and Magoh protein levels (Fig 2C and 2D), but do not yet display extensive cell death. By 27 hpf, EJC mutant embryos have reliably low Rbm8a and Magoh protein levels as well as motor axon defects. However, because *magoh* mutant embryos display extensive necrosis at 27 hpf (S2C Fig), we only focused on RNA-Seq from the less necrotic *rbm8a* mutant embryos at this later time point. 

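Rbm8a and Magoh bind each other in the EJC core, and RNA of embryos mutant for either was sequenced in 3 comparisons of mutants with siblings. Each comparison has 3 mutant and 3 sibling libraries of 25 embryos each. The authors state that ribosomal RNA was depleted (RiboZero), that strand-specific libraries were sequenced in more than 1 run, and that reads were mapped to GRCz10 with TopHat2 and counted per gene. They removed genes without a read in any library and tested the rest with DESeq2's likelihood ratio test, with RUVs factors for unwanted variation in the model. They adjusted the p-values by the Benjamini-Hochberg method in magoh mutants and with fdrtool in both rbm8a comparisons. Their deposited table for each comparison gives the FPKM per library, the log2 fold change with its standard error, and the p and adjusted p. To recover depth, each FPKM was multiplied by the gene's mean of normalized counts over its mean FPKM. Divided by the smallest nonzero scaled value of a library, 100% of the values under 200 reads were within 0.05 of a whole number. The depth of each library was recovered as the sum of its values. It came to 19536851, 23618661 and 24086384 reads in the libraries labelled magoh mutant (replicates 1, 2 and 3) and to 14884594, 16887646 and 16668139 in those labelled sibling. At 21 hpf it came to 16865873, 1561184 and 3063244 reads in the libraries labelled rbm8a mutant and to 16582013, 39032737 and 71708321 in those labelled sibling. At 27 hpf it came to 63225296, 26271231 and 9296710 reads in the libraries labelled rbm8a mutant and to 64578852, 9193992 and 95877745 in those labelled sibling. S1 Table lists 4400000 to 23200000 uniquely mapped reads for the magoh comparison, 9000000 to 40200000 at 21 hpf and 9000000 to 72400000 at 27 hpf. The depths used here are the recovered ones.

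Across genes, the difference between the libraries labelled mutant and sibling had an r with the authors' log2 fold changes of 0.718 in magoh mutants (24664 genes), 0.119 in rbm8a mutants at 21 hpf (19748 genes) and 0.589 at 27 hpf (21842 genes). Another division of the same 6 libraries into 3 and 3 had an r of 0.990, 0.711 and 0.899. Genes are not independent replicates, and these values bear on the names of the columns alone. The deposited labels were kept, values that rest on them are given for "the library labelled" mutant or sibling, and fold changes of the authors' deposited table are named as such. Genes with an FPKM of at least 0.5 in at least 3 libraries were tested as log2(FPKM + 1) with limma, with 1 RUVs factor beside genotype. A gene was called at an adjusted p under 0.05 and a change of at least 1.5-fold, as in the paper. From the authors' fold changes and standard errors a Wald p was computed. By the labels, limma called 0 genes in each comparison. At an unadjusted p under 0.05 there were 1332 of 30281 genes in magoh mutants, 660 of 30411 in rbm8a mutants at 21 hpf and 4283 of 28845 at 27 hpf. Without the library labelled sibling replicate 2 at 27 hpf, 370 genes were called higher and 242 lower, and without the library labelled mutant replicate 1 at 21 hpf, 1 was higher and 25 were lower. With 2 RUVs factors, 25 were higher and 7 lower at 27 hpf. In a simulation with the spread of these libraries, limma found 91, 37 and 54 of 100 genes changed 4-fold and 6, 0 and 3 of 100 changed 2-fold in the same order. The changed genes were drawn from genes well above the FPKM minimum of the test, so these counts do not hold for genes of low FPKM. The p-values measure the spread between libraries, since nothing states that the replicates came from separate clutches.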

We generated three biological replicates of total RNA-Seq from each mutant (*rbm8a* mutant at 21 hpf and 27 hpf, and *magoh* mutant at 21 hpf, S1 Table) and their wild-type siblings, a mixture of wild-type and heterozygous embryos. Although the latter two genotypic classes may have differences in their gene expression profiles, we have combined them since heterozygous animals are phenotypically indistinguishable from homozygous wild-type siblings and are fully viable and fertile. A differential gene expression analysis using DESeq2 identified gene-level expression changes in the two mutant embryos compared to their wild-type siblings. 

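The transcript of rbm8a (ENSDARG00000016516) at 27 hpf stood at 3.69, 3.65 and 14.4 FPKM in the libraries labelled rbm8a mutant replicates 1, 2 and 3, and at 2.82, 12.7 and 10.7 FPKM in those labelled sibling. The library labelled mutant replicate 3 was thus above every library labelled sibling, and the library labelled sibling replicate 1 was below every library labelled mutant. At 21 hpf rbm8a stood at 7.01, 7.28 and 8.39 FPKM in the libraries labelled mutant and at 6.99, 13.2 and 13.3 FPKM in those labelled sibling. The transcript of its partner magoh (ENSDARG00000038635) stood at 17.0, 3.67 and 3.58 FPKM in the libraries labelled magoh mutant and at 4.42, 13.6 and 6.51 FPKM in those labelled sibling.

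**Figure D1:**
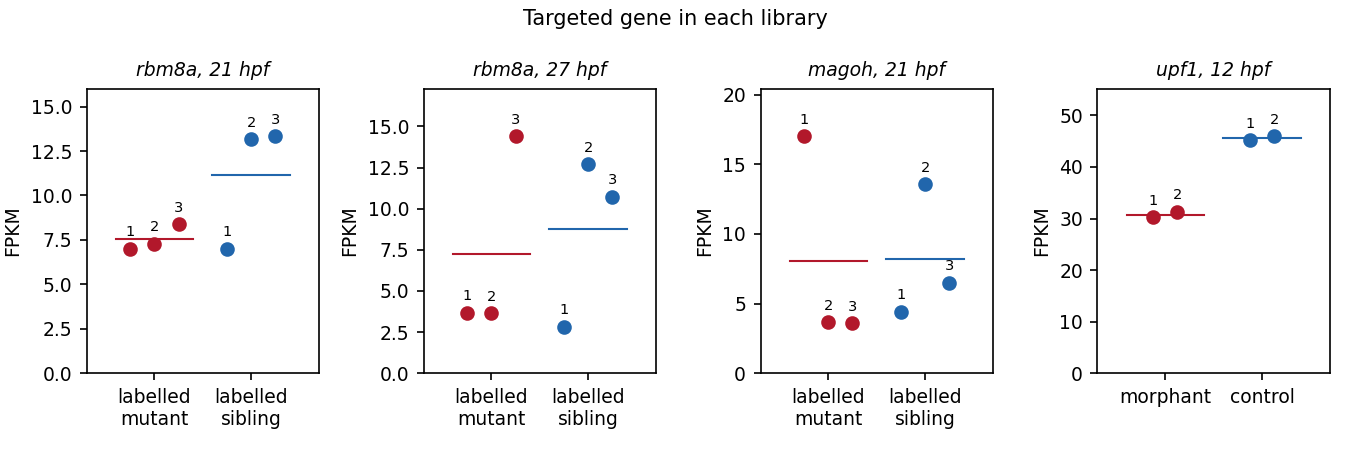
FPKM of the targeted gene in each library of the 4 comparisons, numbered by replicate, with a line at the mean of each labelled group. In both rbm8a panels and the magoh panel the labelled groups overlap, and upf1 lies lower in both morphant libraries than in both controls.

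By the labels, the log2 fold change was -0.22 for rbm8a at 27 hpf (standard error 0.58, adjusted p = 0.852 from limma), -0.45 at 21 hpf (standard error 0.33, adjusted p = 1 from limma) and -0.32 for magoh (standard error 0.22, adjusted p = 0.847 from limma). The means thus lie lower in the libraries labelled mutant, while single libraries are out of place in each comparison. At 21 hpf this is the library labelled sibling replicate 1, below every library labelled mutant, and in the magoh comparison the library labelled mutant replicate 1, above every library labelled sibling. In the authors' deposited table rbm8a has a log2 fold change of -1.81 at 27 hpf, called there, with a Wald p of 7.5e-06 (adjusted p = 0.0145). The authors' deposited table gives rbm8a -0.55 at 21 hpf (Wald p = 0.303) and magoh -0.06 in magoh mutants (Wald p = 0.894). The paper's western blots run in the direction of the genotypes, with less Rbm8a and Magoh protein in the respective mutants (Fig 2C and 2D), which does not settle which library is which.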

As expected, *rbm8a* and *magoh* transcripts are downregulated in the respective mutant embryos (Fig 4A–4C). We compared genes that are significantly altered (fold-change > 1.5, false discovery rate (FDR) < 0.05) among the different mutant embryos and time points. 

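The p53 target phlda3 and the cyclin gene ccng1 are called higher in both 21 hpf mutants in the authors' deposited table. The authors' deposited table gives phlda3 a log2 fold change of 1.88 in magoh mutants (Wald p = 2.9e-04) and 3.23 in rbm8a mutants (Wald p = 6.4e-05). Its values for ccng1 are 1.41 and 1.64, and camk4, a neuronal kinase gene, is called lower in both, at -1.10 and -1.07. Between the calls of the authors' deposited table, 108 genes were higher in both mutants where 63.0 were expected (exact hypergeometric p = 3.2e-08, adjusted p = 7.6e-08 over 12 overlaps). Lower in both were 28 genes where 21.6 were expected (exact p = 0.0991, adjusted p = 0.132). Among genes with a symbol alone, 56 were higher in both (30.8 expected, exact p = 1.2e-05) and 19 were lower (11.5 expected, adjusted p = 0.0355). The Wald p adjusted over all genes called 0 genes in either mutant, so it allows no test of the overlap. The effects of both mutants in the authors' deposited table had an r of 0.165 across 28168 genes. In a z test of the difference from the authors' standard errors, 0 genes passed (200 at an unadjusted p under 0.05). Chance alone would give far more than 200 at that threshold, so this test is too strict to show whether the mutants differ.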

A significant number of genes are up- or down-regulated (Fig 4D, 103 upregulated and 29 downregulated) in both 21 hpf *rbm8a* and *magoh* mutant embryos. Similarly, a significant number of genes are upregulated between *rbm8a* mutant embryos at 21 and 27 hpf (Fig 4E). 

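The stress gene foxo3b, a transcription factor of the FOXO family, is called higher in rbm8a mutants at both times in the authors' deposited table, as are phlda2 and gtpbp1l. The authors' deposited table gives phlda2 a log2 fold change of 1.87 at 21 hpf (Wald p = 0.0148) and 1.60 at 27 hpf (Wald p = 6.4e-04), and gtpbp1l, a GTP-binding protein gene, 1.13 and 1.27. The neural gene rgs17, a regulator of G-protein signalling, is called lower there at both times, at -1.15 and -0.94. Between the calls of the authors' deposited table, 127 genes were higher at both times where 65.3 were expected (exact hypergeometric p = 4.4e-13, adjusted p = 1.8e-12). Lower at both times were 48 genes where 32.3 were expected (exact p = 0.00446, adjusted p = 0.0067), and among genes with a symbol alone 25 (19.9 expected, exact p = 0.141, adjusted p = 0.170), which did not pass. Between rbm8a mutants at 27 hpf and magoh mutants, 175 genes were higher in both (40.8 expected, exact p = 3.7e-62) and 63 were lower in both (31.7 expected, exact p = 2.1e-07). Of the 2594 genes the authors' deposited table calls at 21 hpf, 164 (6.32%) had a Wald p under 0.05, against 647 of 2354 (27.5%) at 27 hpf and 538 of 1912 (28.1%) in magoh mutants. The effects at 21 and 27 hpf had an r of 0.126 across 28042 genes, and 0 genes passed a z test of their difference (134 at an unadjusted p under 0.05). Chance alone would give far more than 134 at that threshold, so this test is too strict to show whether the times differ. The paper calls these overlaps modest and proposes that differences in developmental timing or in the degree of protein depletion could be the reason.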

The modest overlaps observed between differentially expressed genes in EJC mutant embryos could be due to differences in developmental timing or due to variable degree of protein depletion (see discussion).

**Fig 4:**
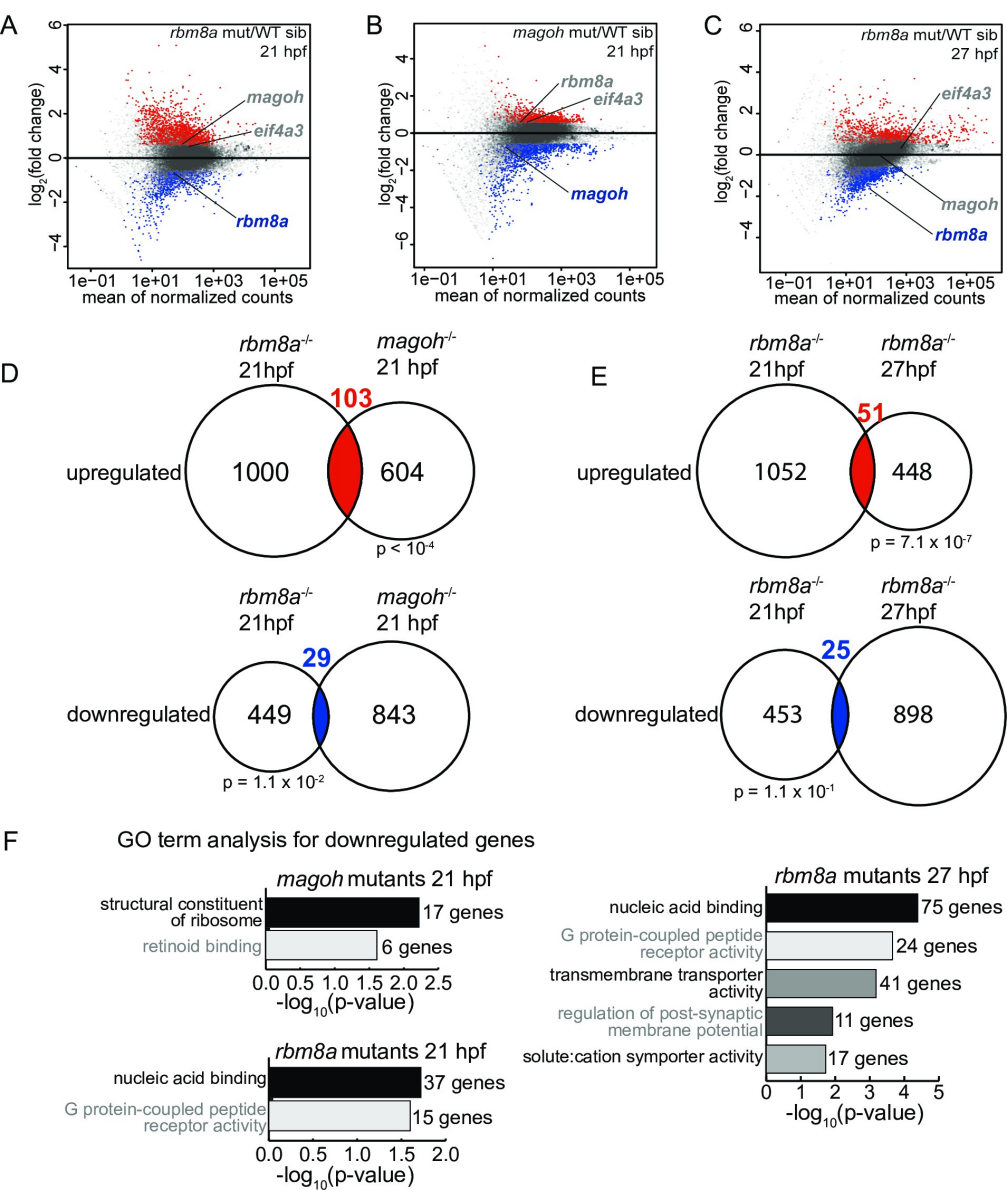
Gene expression changes in *rbm8a* and *magoh* mutant embryos. A-C. MA plots (M: log ratio; A: mean average) showing genes that are upregulated (fold change > 1.5 and FDR < 0.05) (red), downregulated (fold change < 1.5 and FDR < 0.05) (blue), or unchanged (gray) in *rbm8a* mutant embryos compared to WT siblings at 21 hpf (A), *magoh* mutant embryos compared to WT siblings at 21 hpf (B), and *rbm8a* mutant embryos compared to WT siblings at 27 hpf (C). *rbm8a*, *magoh*, and *eif4a3* are labeled in each plot with label colors signifying no change (gray) or downregulation (blue). D. Venn diagrams showing the overlap between genes that are upregulated (top) and downregulated (bottom) in *rbm8a* mutant embryos at 21 hpf (left) and *magoh* mutant embryos at 21 hpf (right). Hypergeometric test p-values are below each comparison. E. Venn diagrams as in (D) comparing upregulated and downregulated genes in *rbm8a* at 21 (left) and 27 hpf (right). F. PANTHER14.0 [86] gene ontology (GO) term overrepresentation analysis of genes downregulated in *rbm8a* and *magoh* mutant embryos at indicated times. All significant terms (Benjamini-Hochberg corrected p-value < 0.05) are shown for each set. The number of genes in each term is indicated at the right of each bar.

We next determined if genes with shared functions are enriched among differentially-expressed genes in EJC mutant embryos. Except for a handful of cell death regulators and effectors, none of the upregulated genes in either EJC mutant identify a functionally-related class of genes, suggesting that the proteins they encode perform a variety of functions. The upregulated cell death genes include *tp53*, *tp53-inp1*, and *casp8* (the latter upregulated only in *rbm8a* mutant embryos), which is consistent with cell death observed in mutant embryos (Fig 2B and S2 Fig). In contrast to upregulated genes, downregulated genes in each EJC mutant are enriched in specific GO terms. 

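The caspase gene casp8, an initiator of apoptosis, has a log2 fold change of 0.59 in magoh mutants, 1.40 in rbm8a mutants at 21 hpf and 2.01 at 27 hpf in the authors' deposited table (Wald p = 0.223, 0.0124 and 2.3e-05). It is called higher in all 3 comparisons there. The p53-induced gene tp53inp1 is called by the authors at 21 hpf in rbm8a mutants, at 1.25 (Wald p = 0.156), and has 0.32 in magoh mutants and -0.30 at 27 hpf. Of the 30 genes of the p53 pathway measured, the authors' deposited table calls 7 higher and 1 lower in magoh mutants, and 10 higher in rbm8a mutants at 21 hpf and 12 at 27 hpf. With the Wald p adjusted over the list alone, 2, 2 and 9 were higher and 0 were lower. The list as a whole rose in cameraPR on the authors' fold changes over their standard errors, with adjusted p of 6.6e-04, 3.1e-09 and 3.5e-13 and medians of 0.28, 0.50 and 0.35 in the same order. Part of this list, casp8 and tp53inp1 included, was chosen by the study on these samples, so its direction is not independent evidence. By the labels, limma called 0 genes of the p53 pathway in each comparison, also when adjusted over the list alone, and the list had adjusted p of 0.0118, 0.432 and 0.0241 from camera (higher, 0.549, 0.918 and 0.505 with an estimated correlation).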

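GPCR genes lay lower in rbm8a mutants at 27 hpf, with 109 of 306 measured members above 0 and a median log2 fold change of -0.25 in the authors' deposited table. The authors' deposited table calls 29 of them lower, among them the serotonin receptor htr1b (-1.28), the neuropeptide Y receptor npy2r (-1.61) and the tachykinin receptor tacr3a (-0.63), and 6 higher, among them the melanocortin receptor mc4r (0.87). Over all 30944 genes at 27 hpf it calls 1144 higher and 1210 lower. The family as a whole fell in cameraPR (adjusted p = 2.4e-05). At 21 hpf, 156 of 312 lay above 0, the authors' deposited table calls 19 higher and 13 lower, and the list did not pass (median 0.00, adjusted p = 0.238). Over all 30948 genes at 21 hpf it calls 1768 higher and 826 lower, so the GPCR genes hold a larger share of the lower calls than of all genes. Among the GPCR genes called higher are the bradykinin receptor bdkrb2 (2.15) and the sphingosine phosphate receptor s1pr3a (1.03). No GPCR gene passed at either time when the Wald p was adjusted over the list alone (0 of 312 and 0 of 306). Zinc finger genes, which encode nucleic acid binding proteins, rose at 27 hpf, with 221 of 276 above 0, a median of 0.38 and an adjusted p of 9.6e-08 from cameraPR. The authors' deposited table calls 24 of them higher, such as znf106b (1.19) and znf1184 (1.12), and 3 lower, such as znf521 (-0.61). At 21 hpf the zinc finger genes did not pass (adjusted p = 0.745). The paper's terms come from over-representation among the genes called lower, and zinc finger genes are only a part of those that bind nucleic acids. A shift of a whole list is another measure, so these values do not test the paper's terms. Between the libraries labelled mutant and sibling at 27 hpf, the GPCR genes fell (adjusted p = 2.6e-08 from camera) and the zinc finger genes rose (adjusted p = 8.4e-06). With an estimated correlation no list passed in any of the 3 comparisons by the labels (smallest adjusted p = 0.549 in magoh mutants, 0.789 at 21 hpf and 0.505 at 27 hpf), and cameraPR takes no estimate. That setting rests on 3 residual degrees of freedom in each fit. Its smallest unadjusted p from camera was 0.0336, 0.150 and 0.0443 in the same order, so not passing there leaves a list undecided.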

In *rbm8a* mutant embryos, downregulated genes at both 21 and 27 hpf are significantly enriched for genes encoding proteins with G-protein coupled receptor (GPCR) or nucleic acid binding activities (Fig 4F). 

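The rod opsin genes rho and rhol, which encode light receptors that bind retinal, are called lower in magoh mutants in the authors' deposited table, at log2 fold changes of -0.85 and -0.74. Of 22 retinoid binding genes measured, 2 lay above 0, with a median of -0.42, and the list fell in cameraPR (adjusted p = 0.00188). No other member is called there, and 0 members passed with the Wald p adjusted over the list alone. In rbm8a mutants the list did not pass (adjusted p = 0.124 at 21 hpf and 0.0960 at 27 hpf), though at 27 hpf it passed on the fold changes without their standard errors (adjusted p = 0.0477), with rho at -0.71 at 27 hpf in the authors' deposited table. The GPCR genes fell in magoh mutants as well, with 93 of 315 above 0, a median of -0.20 and an adjusted p of 9.7e-05. The authors' deposited table calls 6 of these lower, among them the endothelin receptor ednrbb (-0.72), and 2 higher, among them the sphingosine phosphate receptor s1pr5a (0.95). Between the libraries labelled magoh mutant and sibling, limma called 0 retinoid binding genes and the list had an adjusted p of 0.047 from camera (8 of 22 members above 0), which was 0.257 after quantile normalization and 0.549 with an estimated correlation.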

In *magoh* mutant embryos at 21 hpf, downregulated genes are significantly enriched for the retinoid binding GO term, which includes several GPCRs. Another functionally-related group of genes downregulated in *magoh* mutant embryos at 21 hpf are genes encoding structural constituents of the ribosome (Fig 4F). This latter class is also downregulated in mouse *magoh* heterozygotes [31], highlighting the importance of *magoh* in ribosomal gene expression during development. 

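Ribosomal protein genes lay higher in magoh mutants in the authors' deposited table, with 69 of 78 above 0 and a median log2 fold change of 0.46. The authors' deposited table calls 24 of them higher, among them rps13 (1.03), rpl23a (0.75), rpl35 (0.63) and RPL15 (0.72), and 2 lower. The list as a whole rose in cameraPR (adjusted p = 2.4e-09). In either direction 0 passed with the Wald p adjusted over the list alone. Between the libraries labelled magoh mutant and sibling the list also rose, with 70 of 78 above 0 and a median of 0.39 (adjusted p = 5.2e-10 from camera, 0.00124 after quantile normalization and 0.549, not passing, with an estimated correlation). The authors' deposited table for magoh mutants is another fit than that of S2 Table (r of 0.75 across 707 genes, 0% of fold changes equal). The paper's Fig 5A rests on the 707 genes of S2 Table, while the fit behind the ribosomal term of Fig 4F is not settled. In rbm8a mutants the list did not pass on the authors' fold changes (adjusted p = 0.0710 at 21 hpf and 0.276 at 27 hpf). At 21 hpf 64 of 78 lay above 0 in the authors' deposited table (median 0.27), which calls 1 member lower, rps8b (-0.93), and in the other direction between the libraries labelled rbm8a mutant and sibling 3 of 78 lay above 0 (adjusted p = 0.00202 from camera, lower, and 0.918 with an estimated correlation). At 27 hpf 77 of 78 lay above 0 between the labelled groups (adjusted p = 3.9e-12, higher, and 0.505 with an estimated correlation). Limma by the labels called 0 ribosomal protein genes in each comparison, also when adjusted over the list alone.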

Finally, we observe that genes encoding muscle-specific myosins (e.g. *mylpfb*, *myl10*, *myhz2*) and several neural-specific genes (e.g. *rgs17*, *st8sia5*, *lnx2b*, *camk4*) are downregulated in EJC mutants, which may result from altered development and/or loss/reduction of muscle and neuronal cell types (Fig 2 and S2 Fig).

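The muscle myosin light chain genes mylpfb and myl10 have log2 fold changes of -1.05 in rbm8a mutants at 27 hpf (Wald p = 0.0149) and -1.30 in magoh mutants (Wald p = 0.269), where the authors' deposited table calls them lower. The fast myosin heavy chain gene myhz2 has -0.79 in rbm8a mutants at 21 hpf (called by the authors, Wald p = 0.157), 0.23 in magoh mutants and 0.37 at 27 hpf. The neural sialyltransferase gene st8sia5 has -1.38 at 21 hpf and -0.87 at 27 hpf in rbm8a mutants, both called in the authors' deposited table (Wald p = 0.112 and 0.152). The ubiquitin ligase gene lnx2b is called by the authors at 21 hpf in rbm8a mutants (-1.12, Wald p = 0.0953), and camk4 has a Wald p of 0.0063 in magoh mutants. Of these 7 genes, the authors' deposited table calls 2 lower in magoh mutants, 5 in rbm8a mutants at 21 hpf and 3 at 27 hpf, and 0 higher. With the Wald p adjusted over the list alone, 1 was lower in magoh mutants and 0 in either rbm8a comparison. The study chose these genes on these samples, so their direction is not independent evidence. The wider list of 44 sarcomere genes fell in rbm8a mutants at 21 hpf (13 above 0, median -0.16, adjusted p = 0.00391 from cameraPR), with the fast myosin genes myhz1.1 (-0.76) and myhz1.2 (-0.77) among 5 called lower and 1 called higher. In magoh mutants it rose (33 above 0, median 0.22, adjusted p = 0.0116, and 0.0670, not passing, on the fold changes without their standard errors), with the slow myosin gene smyhc1 (0.81), the troponin gene tnni2b.1 (1.05) and the tropomyosin gene tpma (0.80) among 7 called higher and 3 called lower. At 27 hpf it did not pass (adjusted p = 0.305), and the list of 36 neuronal genes did not pass in any comparison (adjusted p = 0.234, 0.346 and 0.112 in magoh mutants and at 21 and 27 hpf). By the labels, limma called 0 sarcomere genes and 0 neuronal genes in each comparison. From camera by the labels, the sarcomere list was higher in magoh mutants (adjusted p = 0.0277), lower at 21 hpf (adjusted p = 0.0024) and higher at 27 hpf (adjusted p = 6.7e-05), and the neuronal list lower at 27 hpf (adjusted p = 0.0182), none of which passed with an estimated correlation.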

Despite reliable quantification of gene-level differences in expression in the two mutants, surprisingly, we observed only a few changes in splicing patterns in *rbm8a* and *magoh* mutants using the DEX-Seq approach [50], with no overlapping changes between the mutants to report. Possibly, short read lengths (median length ~35 bp) in our RNA-seq data precludes robust quantification of exon-junctions in mutant versus wild-type animals. Therefore, we could not assess whether the EJC functions during pre-mRNA splicing in zebrafish embryos, a role conserved in human, mouse and flies [31,51–53].

### *rbm8a* and *magoh* mutant embryos have defects in NMD

Because translation termination upstream of exon-exon junctions was previously shown to trigger NMD in zebrafish embryos [54], one expected group of upregulated transcripts in EJC mutant embryos are mRNAs containing premature termination codons (PTC) or “natural” NMD targets containing a 3′UTR intron (3′UI) or an upstream open reading frame (uORF). To identify whether NMD targets are enriched among upregulated genes in EJC mutant embryos, we first compared genes upregulated in EJC mutant embryos to those upregulated in zebrafish *upf1* morphants at 24 hpf [55]. A statistically-significant number of genes are shared between 24 hpf *upf1* morphants and *magoh* mutant embryos at 21 hpf (39 out of 707, p-value = 1.3 x 10^−2^), and *rbm8a* mutant embryos at 21 hpf (45 out of 1103, p-value < 10^−4^) and at 27 hpf (44 out of 499, p-value = 2.1 x 10^−7^) (S3A Fig). Importantly, NMD targets previously identified in zebrafish *upf1* morphants (e.g. *isg15*, *atxn1b*, *bbc3*) [55] and mRNAs predicted to undergo NMD (e.g. *upb1*, contains a 3′UI) are among these shared genes. 

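Upf1 is a core factor of NMD. At 12 hpf, 2 libraries of embryos injected with a splice-blocking upf1 morpholino were compared with 2 libraries of uninjected wild-type controls, of 30 embryos each. Injection and loss of Upf1 thus go together and cannot be told apart in these values. The upf1 transcript itself stood at 30.8 ± 0.708 FPKM (SD, n = 2) in morphants and 45.6 ± 0.51 FPKM (SD, n = 2) in controls, a log2 fold change of -0.55 (standard error 0.037, adjusted p = 0.00104 from limma). Genes of the p53 response rose together, with 13 of 28 higher and 0 lower (13 also when adjusted over the list alone), a median of 0.40 and an adjusted p of 2.5e-08 from camera (0.443 with an estimated correlation). The p53 regulator mdm2 rose from 14.1 to 68.4 FPKM and the stress gene gadd45aa by a log2 fold change of 2.84. NMD factors as a group rose as well (13 of 15 above 0, median 0.17, adjusted p = 0.00144, and 0.536 with an estimated correlation), with 0 members past 1.5-fold, and so did the 4 EJC core genes (median 0.21, adjusted p = 0.00586, and 0.443 with an estimated correlation), with magoh at 0.32 (adjusted p = 0.00756). On the authors' fold changes without their standard errors neither of these groups passed (adjusted p = 0.493 for both). The largest rises among genes with separate groups include si:dkey-204l11.1 (3.08) and RNF14 (2.68), and the largest falls include ivns1abpb (-1.76), mrpl39 (-1.64), fancd2 (-1.53) and cnot1 (-1.35). The gene cnot1 encodes the scaffold of the CCR4-NOT deadenylase and stood at 28.9 FPKM in morphants and 75.1 FPKM in controls.

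**Figure D2:**
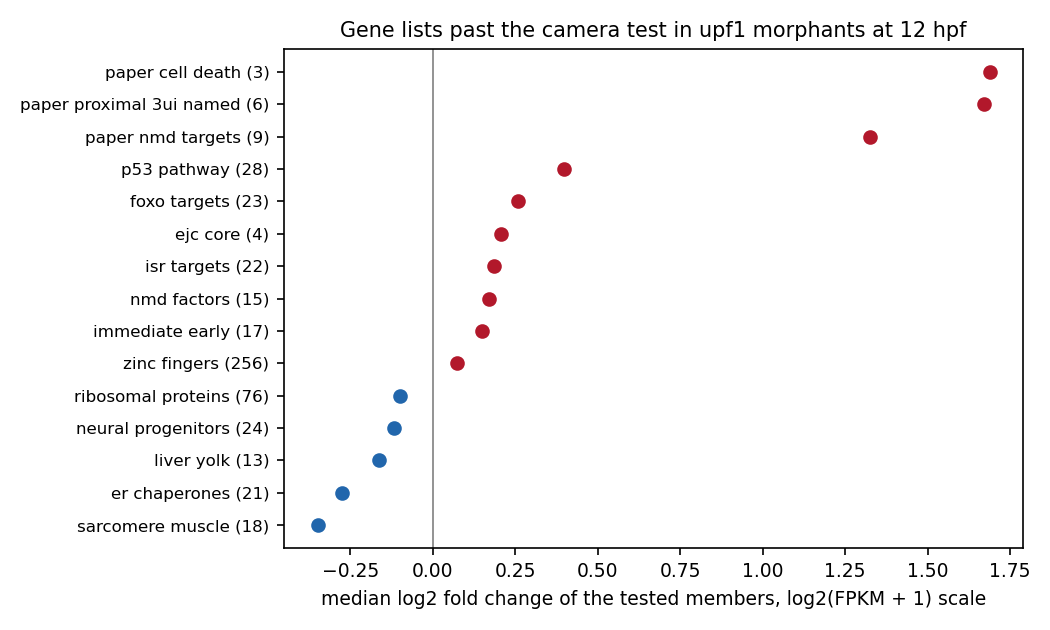
Median log2 fold change, morphant over control at 12 hpf, of the tested members of each gene list that passed camera, with the number of members in brackets. To the right of 0 lie 10 lists and to the left 5.

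The authors mapped the reads with TopHat2 and tested them with DESeq2, without RUVs factors or fdrtool, and their deposited table again holds FPKM. The recovered depth was 93157779 and 91551783 reads in morphants and 73345144 and 81602044 in controls, where S1 Table lists 50200000, 50200000, 39600000 and 43900000 left reads. Across 16340 genes, the difference by the labels had an r of 0.949 with the authors' log2 fold changes. Limma without an RUVs factor called 191 of 17057 genes higher and 202 lower (6630 at an unadjusted p under 0.05), of which 152 and 182 are also called in the authors' deposited table. Of 34 lists tested, 10 rose and 5 fell in camera, and 0 passed with an estimated correlation (smallest adjusted p = 0.443). That setting rests on the 2 residual degrees of freedom of this fit, and its smallest unadjusted p from camera was 0.0321. With so few, hardly any list could pass after adjustment, so not passing there leaves a list undecided. With a pseudocount of 0.1 in place of 1, 384 genes were higher and 517 lower.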

We also generated an independent dataset of Upf1-regulated transcripts from zebrafish morphants at an earlier timepoint (12 hpf) using RNA-Seq (in duplicate, S3B Fig, S1 Table) to avoid secondary targets upregulated due to extensive cell death in *upf1* morphants [54]. 

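The ubiquitin-like gene isg15 stood at 7.36 ± 2.05 FPKM (SD, n = 2) in upf1 morphants at 12 hpf and at 0.412 ± 0.0621 FPKM (SD, n = 2) in controls, a log2 fold change of 2.54 (standard error 0.161, adjusted p = 9.1e-04 from limma). The ataxin gene atxn1b rose from 0.238 ± 0.0271 to 2.89 ± 0.55 FPKM, a log2 fold change of 1.65 (standard error 0.11, adjusted p = 0.00104). The p53 target bbc3, which promotes apoptosis, rose from 0.90 ± 0.0749 to 9.48 ± 1.73 FPKM, a log2 fold change of 2.45 (standard error 0.116, adjusted p = 3.8e-04). At such low levels the fold change depends on the pseudocount of 1, and with 0.1 it is 3.84 for isg15, 3.14 for atxn1b and 3.25 for bbc3. Of the 9 NMD targets the paper names that were tested, 6 rose and 0 fell, also when adjusted over the list alone, with a median of 1.32 (adjusted p = 1.0e-04 from camera and 0.525 with an estimated correlation). Part of this list was named by the study from these samples, so its direction is not independent evidence. The NMD target upb1 rose less, by 0.77 (adjusted p = 0.0109), and lost its call when genes of any nonzero FPKM were tested. The splicing regulators srsf3a and srsf7a did not pass, at -0.10 and -0.03 (adjusted p = 0.212 and 0.597), nor did the translation factor gene eif4a2, at 0.10 (adjusted p = 0.155). Morphants at 24 hpf were not analysed here.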

We find that upregulated genes in 12 hpf *upf1* morphants show a modest but significant overlap with upregulated genes in the previously published 24 hpf *upf1* morphant dataset (S3C Fig); the overlap also includes three of the five NMD targets previously identified by Longman *et al*. (*isg15*, *atxn1b* and *bbc3*) [55]. Statistically significant overlap is also observed among upregulated genes in 12 hpf *upf1* morphants and 21 hpf *magoh* mutant embryos (32 out of 707, p-value = 1.6 x 10^−9^, Fig 5A, S2 Table), and 27 hpf *rbm8a* mutant embryos (65 out of 499, p-value < 10^−4^, Fig 5A, S2 Table); overlap with 21 hpf *rbm8a* mutant embryos is smaller and insignificant. 

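Among the genes higher in upf1 morphants that the authors' deposited table also calls higher in magoh mutants are sesn3, a sestrin gene of the stress response, the fos gene fosab and the RING finger gene rnf169, which rose in morphants by log2 fold changes of 1.33, 2.44 and 1.76. Of 191 genes called higher in morphants with limma, 30 are called higher in magoh mutants in the authors' deposited table, where 8.89 were expected (exact hypergeometric p = 4.6e-09, adjusted p = 9.3e-09). With rbm8a mutants at 27 hpf 68 genes were shared where 7.59 were expected (exact p = 1.4e-46, adjusted p = 8.7e-46). With rbm8a mutants at 21 hpf 44 were shared where 11.3 were expected (exact p = 3.3e-15, adjusted p = 9.9e-15). Genes lower in both did not pass, with 4 shared in magoh mutants (3.83 expected, exact p = 0.534), 6 in rbm8a mutants at 27 hpf (3.78 expected, exact p = 0.178) and 2 at 21 hpf (2.38 expected, exact p = 0.691). These tests covered 17056 genes. Without the genes of the p53 pathway 24, 58 and 36 genes were higher in both in the same order. With calls from the Wald p, the overlap of morphants with rbm8a mutants at 27 hpf held, at 16 genes (0.286 expected, exact p = 4.6e-28), while no gene of either 21 hpf mutant was called that way and those overlaps could not be tested. By the labels 0 genes were called in the mutants and none could be shared. From these changes, which it describes as more modest in rbm8a mutants at 21 hpf, the paper reasons that later comparisons rest on magoh mutants and on rbm8a mutants at 27 hpf.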

Because the observed changes in *rbm8a* mutant embryos at 21 hpf were similar to but more modest than in *magoh* and *rbm8a* mutant embryos at 21 hpf and 27 hpf, respectively, we focused all subsequent analyses on the latter two EJC mutant datasets. At least one-third of all genes upregulated >1.5 fold upon *upf1* knockdown (FDR < 0.05) also show a >1.5-fold increase (FDR < 0.05) in either 21 hpf *magoh* or 27 hpf *rbm8a* mutant embryos with 14 genes being significantly upregulated in all three datasets (Fig 5A, S2 Table). 

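The genes called higher here in upf1 morphants and, in the authors' deposited table, in both magoh mutants and rbm8a mutants at 27 hpf number 24. They include the p53 pathway genes mdm2, phlda3, ccng1 and casp8, the growth factor gene igf2a, the lipid kinase subunit gene pik3r3a, the exonuclease gene isg20 and the forkhead genes foxo3b and foxi1. In morphants casp8 rose from 1.90 FPKM in controls by a log2 fold change of 2.56 (adjusted p = 6.0e-04 from limma). Genes ccng1 and foxi1 rose by 1.85 and 0.96. Without the p53 pathway 18 of the 24 remain. Of 191 genes higher in morphants, 74 (38.7%) are called higher in at least 1 of these mutants in the authors' deposited table. Of the 237 genes that the authors' deposited table calls higher in morphants the share is 30.8% (73). The 14 genes that S2 Table lists for all 3 datasets were each called in morphants here, and the authors' deposited table calls 14 of them in rbm8a mutants at 27 hpf and 12 in magoh mutants. The study chose these 14 on these samples, so the counts are not independent evidence.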

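Genes called higher in rbm8a mutants at 27 hpf in the authors' deposited table shifted upward in 12 hpf upf1 morphants, by a median log2 fold change of 0.06 over 678 genes against -0.00 over 15103 unchanged genes. Of the called genes 57.4% lay above 0 in morphants, against 49.4% of the unchanged ones (Kolmogorov-Smirnov test, n = 678 genes, D = 0.154, p = 5.5e-14, adjusted p = 3.3e-13). For those with a Wald p under 0.05 the median was 0.12 (n = 263 genes, D = 0.312, p = 9.6e-23). Without the p53 pathway the authors' calls kept this shift (p = 5.0e-12). Genes called higher in magoh mutants had a median of 0.01, with 51.8% above 0 against 48.9% of 11346 unchanged genes (n = 794 genes, D = 0.0505, p = 0.0436), which did not pass after adjustment over 6 shifts (adjusted p = 0.0523). On the morphant fold changes of the authors' deposited table this shift had D = 0.0827 (n = 716 genes, p = 1.9e-04). Genes called higher in rbm8a mutants at 21 hpf had a median of 0.02 (n = 1008 genes, D = 0.0798, p = 1.1e-05). Genes called lower in magoh mutants lay higher as well, with a median of 0.05 (n = 323 genes, p = 4.9e-05), which was lost among those with a Wald p under 0.05 (n = 93 genes, median -0.00, p = 0.573), and those called lower in rbm8a mutants at 27 hpf had a median of -0.04 (n = 319 genes, p = 0.0423, adjusted p = 0.0523). These tests are across genes, which are not independent replicates, and morphants at 24 hpf were not analysed here.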

Globally, genes upregulated >1.5 fold in EJC mutant embryos (FDR < 0.05), as compared to unchanged genes, also show a positive fold-change in *upf1* morphants at both 12 hpf and 24 hpf (Fig 5B and 5C; S3D–S3G Fig). This observation suggests that a much larger shared set of genes show an increase in abundance upon depletion of the EJC or Upf1 even though only a small set is significantly affected.

**Fig 5:**
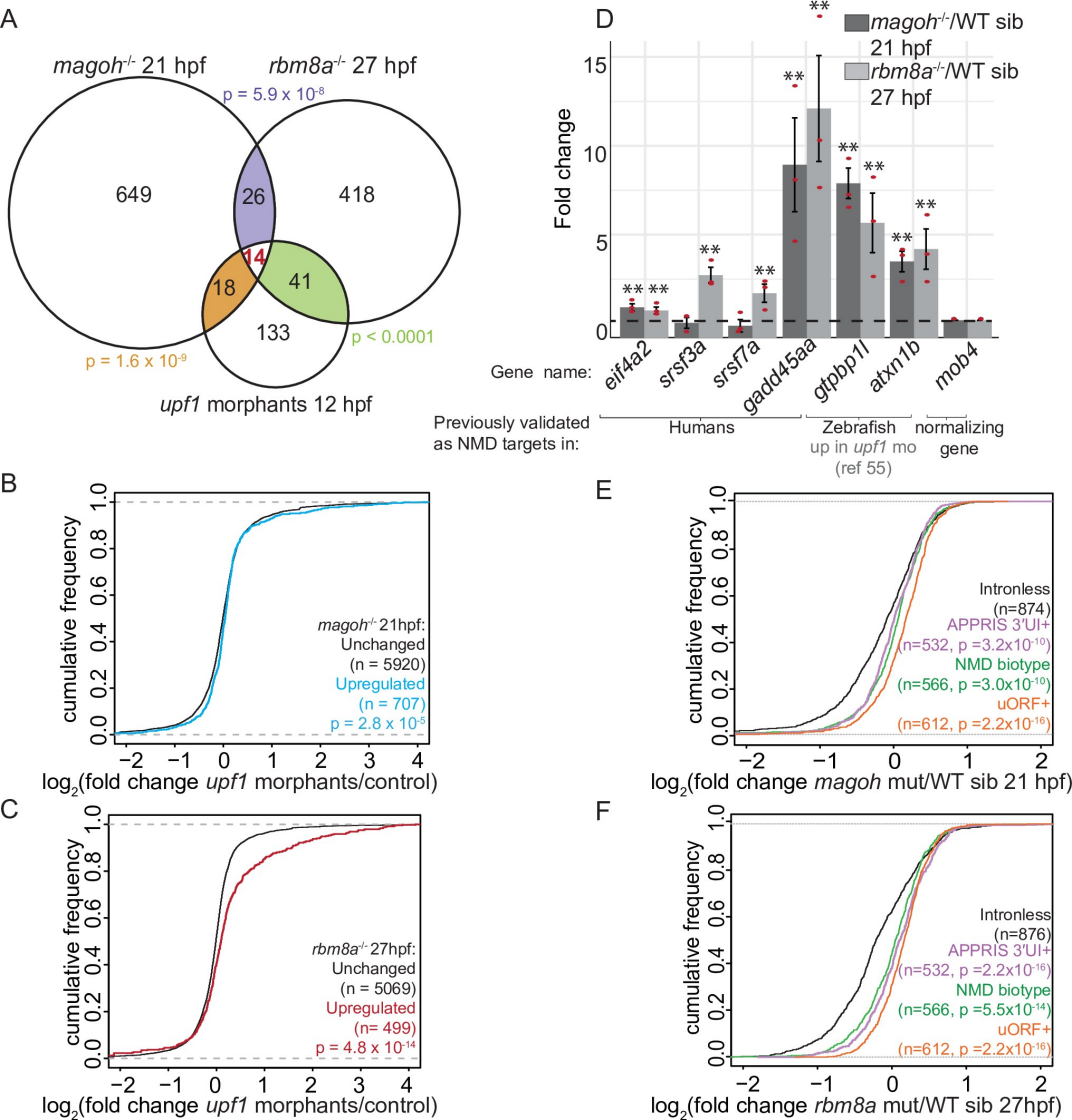
Genes upregulated in EJC mutant embryos are also regulated by Upf1 and contain NMD-inducing features. A. Venn diagram showing the overlap of significantly upregulated genes in EJC mutant embryos and *upf1* morphants. Each overlap and its corresponding hypergeometric test-based p-value are color-coded. B. Cumulative distribution frequency (CDF) plot shows the empirical cumulative distribution of the fold changes in *upf1* morphants (12 hpf) for genes upregulated (blue) and unchanged (black) in *magoh* mutant embryos at 21 hpf. The empirical CDF is the proportion of all values less than or equal to the total number of observations in the group. The CDF function shown here and in all subsequent figures (except Fig 7D) is plotted as an increasing step function along the y-axis with a jump of 1/N at each value of gene number equal to an observed value of fold change (mutant/ WT) (x-axis). Thus, the group of genes that show a rightward shift along the x-axis when compared to control group of genes is a measure of their upregulation in mutants compared to WT siblings (x-axis label). Kolmogorov-Smirnov (KS) test p-value for differences in fold changes between the two groups is indicated on the bottom right. C. CDF plot as in B for genes upregulated in *rbm8a* mutant embryos at 27 hpf (red) compared to unchanged genes (black). D. Quantitative RT-PCR (qRT-PCR) analysis showing fold change of select NMD target transcripts (x-axis) compared to control (*mob4*) transcript in *magoh* mutant embryos at 21 hpf compared to wild-type siblings (dark gray bars) and in *rbm8a* mutant embryos at 27 hpf compared to wild-type siblings (light gray bars). The selected genes either contain a 3′UTR intron (*eif4a2*, *srsf3a* and *srsf7a*) and/or have orthologs that are known NMD targets (*gadd45aa*) or were previously shown to be zebrafish Upf1 targets (*gtpbp1l*, *atxn1b*) [55]. Red dots: the value of each individual replicate. Error bars: standard error of means. Horizontal black dashed line: fold change = 1. Welch’s t-test p-values are indicated by asterisks (** p-value < 0.05). E. Empirical CDF plot, as plotted in B, of fold changes in 21 hpf *magoh* mutant embryos for genes that contain 3′UTR introns (APPRIS 3′UTR intron, mauve), uORF (orange), defined in Ensembl as NMD-biotype (green) compared to intron-less genes (black). KS test p-value for differences in distribution of fold changes between intron-less genes and each of the particular groups is indicated on the bottom right. F. CDF plot as in E showing the fold changes in *rbm8a* mutant embryos at 27 hpf.

To independently validate that predicted EJC-dependent NMD targets are indeed affected in EJC mutant embryos, we quantified relative levels of select transcripts that are orthologous to previously validated human NMD targets (*eif4a2*, *srsf3a*, *srsf7a*, and *gadd45aa*), or are upregulated in zebrafish *upf1* morphants [55] (e.g. *gtpbp1l*, *atxn1b*). All of these transcripts are robustly upregulated in at least one of the EJC mutant backgrounds compared to wild-type siblings, and some (*eif4a2*, *gadd45aa*, *gtpbp1l*, *atxn1b*) are upregulated in both EJC mutant backgrounds (Fig 5D). These data further confirm that the EJC is required for Upf1-mediated downregulation of NMD targets in zebrafish embryos.

We next tested if known classes of NMD targets (e.g. PTC-, 3′UI-, uORF-containing mRNAs) are upregulated in EJC mutant embryos. In the Ensembl database, transcripts that contain at least one exon-exon junction > 50 nts downstream of stop codon are flagged as ‘NMD biotype’, and these PTC-containing mRNAs are expected to undergo EJC-dependent NMD. Of the genes encoding transcripts annotated as NMD biotype, 566 genes are detected in our datasets and are upregulated as a group in EJC mutant embryos as compared to a control group of intron-less protein-coding genes (Fig 5E and 5F). We next evaluated features known to induce EJC-dependent NMD of transcripts encoding full length proteins (e.g. 3′UI, uORFs). We limited our analysis to transcripts that are well-supported to encode functional proteins as per the APPRIS database [56]. This genome annotation resource provides manually-curated transcript annotations for zebrafish (and other organisms) where transcripts are classified as principal or alternative isoforms based on conservation, structure and function of each transcript and their encoded proteins. We identified 582 genes that encode APPRIS-annotated transcript isoforms with 3′UIs > 50 nts from stop codons (14 of these are also labeled as ‘NMD biotype’ in Ensembl). Of these, 532 genes that are detected in our datasets are upregulated as a group in EJC mutant embryos when compared to intron-less protein-coding genes (Fig 5E and 5F). Consistent with direct regulation of 3′UI-containing transcripts via EJC-dependent NMD, a greater number of APPRIS-supported transcripts containing this feature show a positive fold change in the two *rbm8a* mutant datasets (S3H Fig). uORFs are another feature that subject mRNAs to NMD to regulate protein expression, and this regulation is sensitive to levels of EJC-associated factors [57]. We identified 620 zebrafish genes encoding APPRIS-annotated transcripts that contain uORFs where ribosome footprints can be detected [58,59]. When compared with a control set of intron-less protein-coding genes, a group of 612 detectably expressed genes containing ribosome-occupied uORFs show a significant positive fold change in EJC mutant embryos (Fig 5E and 5F). Additionally, APPRIS-supported uORF-containing transcripts are enriched within genes showing statistically significant fold change > 1 (log_2_FC > 0) in all EJC mutant and *upf1* morphant datasets (S3I Fig). Overall, we conclude that all major modes to trigger EJC-dependent NMD (i.e. PTCs, 3′UIs and uORFs) are active during zebrafish development.

### Some transcripts with stop codon-proximal 3′UTR introns are upregulated upon loss of EJC and Upf1 function

Surprisingly, we noticed that among the 14 transcripts that are upregulated in *rbm8a* and *magoh* mutant embryos, and *upf1* morphants (Fig 5A), three (*foxo3b*, *phlda3* and *nupr1a*) are encoded by genes that contain a 3′UI where the distance between the stop codon and the intron is less than 50 nts. 

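The p53 target phlda3 (ENSDARG00000037804) stood at 49.9 ± 5.5 FPKM (SD, n = 2) in upf1 morphants and 3.80 ± 0.28 FPKM (SD, n = 2) in controls, a log2 fold change of 3.40 (standard error 0.0822, adjusted p = 6.3e-05 from limma). The stress-response regulator nupr1a rose from 12.3 ± 0.974 to 47.0 ± 3.35 FPKM, a log2 fold change of 1.86 (standard error 0.0694, adjusted p = 2.1e-04). The authors' deposited table gives nupr1a 1.05 in magoh mutants, not called (Wald p = 0.024), and 1.55 in rbm8a mutants at 27 hpf, called (Wald p = 0.00217). Gene phlda3 has 2.99 at 27 hpf in the authors' deposited table (Wald p = 5.8e-08, adjusted p = 6.0e-04). It stood at 26.3, 9.23 and 4.37 FPKM in the libraries labelled magoh mutant replicates 1, 2 and 3, and at 9.94, 1.80 and 5.07 FPKM in those labelled sibling. At 27 hpf it stood at 11.6, 10.5 and 0.51 FPKM in the libraries labelled rbm8a mutant and at 4.45, 1.50 and 1.25 FPKM in those labelled sibling, so the library labelled mutant replicate 3 lay below every sibling.

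**Figure D3:**
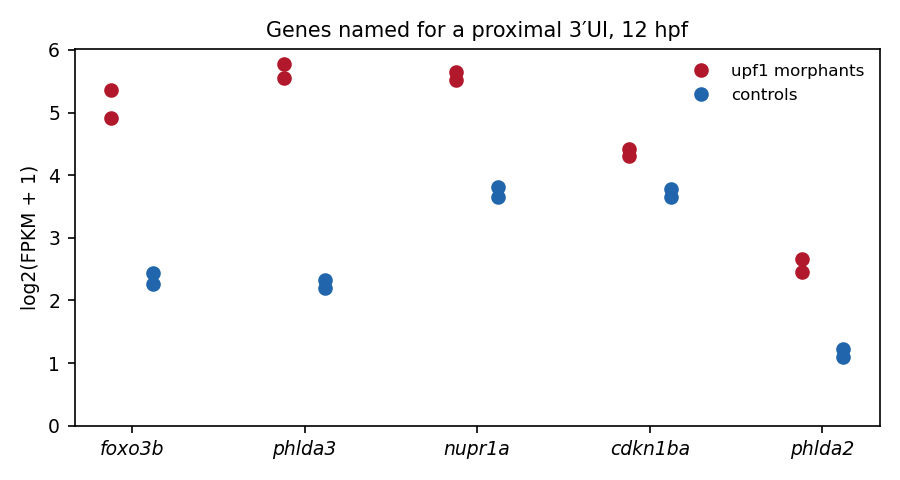
Level, as log2(FPKM + 1), of genes the paper names for a proximal 3′UI in each morphant and control library at 12 hpf. In each of the 5 genes both morphant libraries lie above both controls.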

For *foxo3b* and *nupr1a*, the human orthologs also contain a 3′UI < 50 nts downstream of the stop codon. This observation raises an intriguing possibility that some mRNAs with a proximal 3′UI (< 50 nts distance between intron and upstream stop codon; Fig 6A) may be regulated by EJC-dependent NMD. Using APPRIS transcript annotations available within Ensembl GRCz10 database, we identified 861 zebrafish genes that encode protein-coding transcripts with proximal 3′UIs; as noted above, 582 genes encode transcripts with distal 3′UIs (3′UIs ≥ 50 nts downstream of the stop codon) (Fig 6A and S4A Fig, S3 Table). Interestingly, proximal 3′UI-containing genes encode proteins which are enriched for mRNA binding and mRNA splicing factor functions (S4B Fig), two functional groups that are well-recognized to be regulated by EJC-dependent NMD [19,60]. 

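The 5 genes that the paper's text names for a proximal 3′UI, foxo3b, phlda3, nupr1a, cdkn1ba and phlda2, and wu:fj64h06, which S2 Table marks for one, each rose in upf1 morphants. The least was cdkn1ba, a cyclin-dependent kinase inhibitor gene, and wu:fj64h06 rose from 3.98 to 12.9 FPKM (log2 fold change 1.49, adjusted p = 1.3e-04 from limma). As a list they rose by a median of 1.67 (adjusted p = 2.5e-08 from camera and 0.443 with an estimated correlation), with 6 of 6 passing, also when adjusted over the list alone. The authors' deposited table calls 4 of them higher in magoh mutants, 4 in rbm8a mutants at 21 hpf and 6 at 27 hpf. With the Wald p adjusted over the list alone, 1, 3 and 6 were higher in the same order. The study chose these genes on these samples, so their direction is not independent evidence. The whole set of genes with a proximal 3′UI was not analysed here.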

We find that, of all proximal 3′UI-containing genes detectable in our datasets, a small percentage (3.5–8%, 70/854 in 27 hpf *rbm8a* mutants, 60/854 in 21 hpf *magoh* mutants and 21/597 in 12 hpf *upf1* morphants), are ≥ 1.5 fold upregulated in EJC mutant embryos (Fig 6B and 6C and S4C Fig) and in *upf1* morphants (S4D Fig). 

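The forkhead gene foxo3b (ENSDARG00000042904) stood at 34.6 ± 7.7 FPKM (SD, n = 2) in upf1 morphants and 4.11 ± 0.431 FPKM (SD, n = 2) in controls, a log2 fold change of 2.79 (standard error 0.143, adjusted p = 5.6e-04 from limma). The kinase inhibitor gene cdkn1ba rose from 12.2 ± 0.788 to 19.6 ± 1.1 FPKM, a log2 fold change of 0.65 (standard error 0.0613, adjusted p = 0.00248). The pleckstrin-like gene phlda2 rose from 1.23 ± 0.129 to 4.91 ± 0.604 FPKM, a log2 fold change of 1.40 (standard error 0.0935, adjusted p = 0.00104). The authors' deposited table gives cdkn1ba 0.62 in magoh mutants, not called (Wald p = 0.23), 0.91 in rbm8a mutants at 21 hpf (called, Wald p = 0.101) and 1.13 at 27 hpf (called, Wald p = 0.0199). For phlda2 the authors' deposited table has 0.59 in magoh mutants, called with a Wald p of 0.272. The Wald p of cdkn1ba and phlda2 adjusted over all genes did not pass in any mutant.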

To further confirm that some proximal 3′UI-containing genes are indeed regulated by NMD, we focused on a subset (*foxo3b*, *cdkn1ba*, and *phlda2*) that is upregulated in *upf1* morphants and at least one EJC mutant, and where the existence of a proximal 3′UI is conserved in several other vertebrates including humans. Importantly, these genes show no evidence of additional splicing events in their 3′UTR (S4E Fig). After treating embryos with the NMD inhibitor NMDI14 [61], we found that *foxo3b*, *cdkn1ba*, and *phlda2* transcripts are 2-to-8 fold upregulated, just like *eif4a2*, a distal 3′UI-containing transcript, and *atxn1b*, a previously validated [55] NMD target (Fig 6D). Thus, mRNAs encoded by a subset of genes with a 3′UI in a stop codon-proximal position appear to be regulated in an EJC- and Upf1-dependent fashion. Interestingly, we did not observe any correlation between the distance of the 3′UI from the stop codon and the degree of fold change observed in EJC mutant or *upf1* morphants (Fig 6B and 6C, S4C and S4D Fig, S4F Fig) except for *rbm8a* mutants at 27 hpf where distal 3′UI-containing transcript group shows a higher fold change as compared to the proximal 3′UI-containing group (S4G Fig).

**Fig 6:**
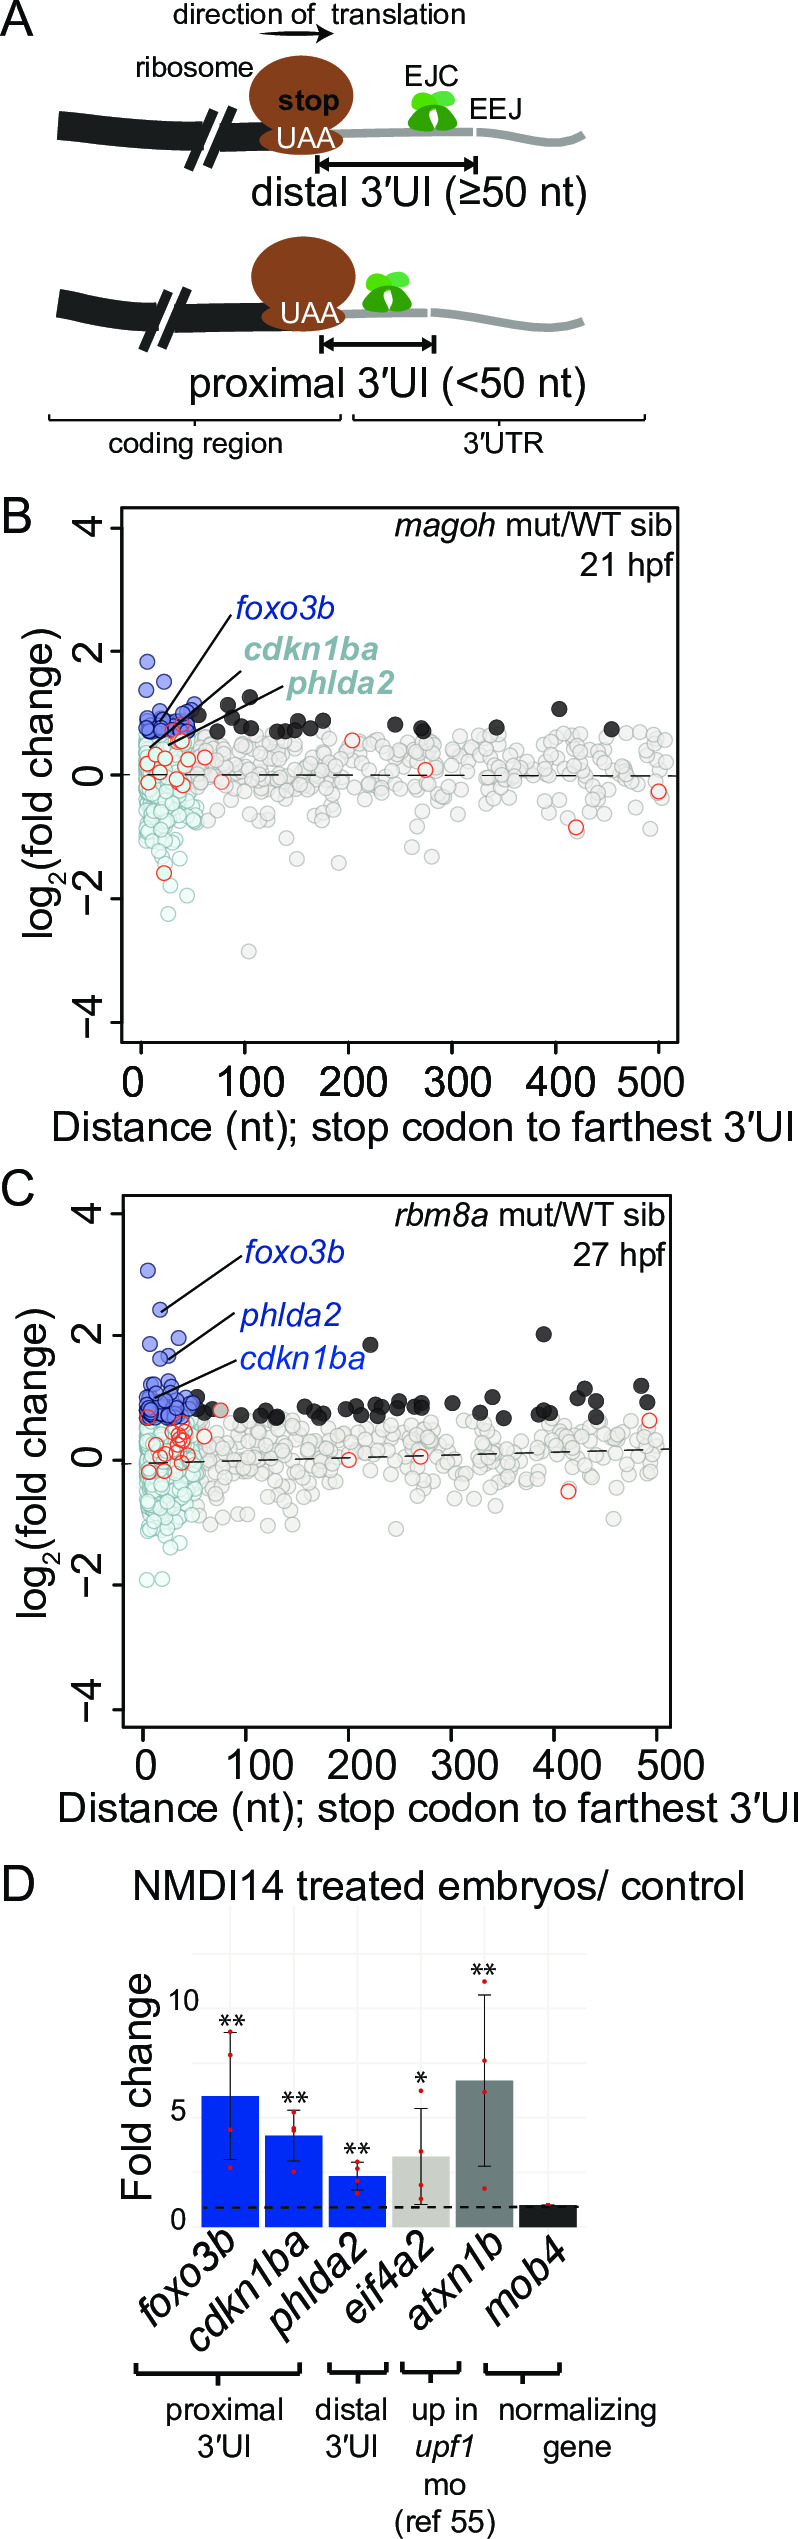
Transcripts encoded by genes with a proximal 3′UTR intron are upregulated in EJC mutant and in NMDI14-treated embryos. A. Top: Schematic illustrating genes with 3′UTR introns (3′UI) where the distance between the stop codon and the 3′UI is equal to or greater than 50 nts. Such 3′UI are classified as distal. Bottom: Schematic illustrating genes with 3′UI where the distance between the stop codon and 3′UI is less than 50 nts. Such 3′UI are classified as proximal. The ribosome (brown), direction of translation (black arrow), stop codon (‘UAA’ in white), EJC (green), exon-exon junction (EEJ), coding region of mRNA (black) and 3′UI of mRNA (gray) are labeled in the top panel. B. A scatter plot showing gene-level fold change (FC) for transcripts with proximal 3′UI (dark blue: FC > 1.5 and light blue: FC < 1.5) and distal 3′UI (black: FC > 1.5 and gray: FC < 1.5) in *magoh* mutant embryos at 21 hpf compared to wild-type siblings. Dots encircled in red represent genes that also contain an upstream open reading frame (see methods). Genes labelled on the plot also contain a proximal 3′UI in mouse and human, and are upregulated in both *rbm8a* mutant datasets (Fig 6C and S4C Fig) and the *upf1* KD dataset (S4D Fig). These genes were independently validated in (D). C. A scatter plot as in B showing fold changes for *rbm8a* mutant embryos at 27 hpf compared to wild-type siblings. D. qRT-PCR analysis showing fold changes for proximal 3′UI-containing genes (blue bars), a distal 3′UI-containing gene (light gray bar), and a Upf1-regulated gene ([55], dark gray bar) compared to the control gene (black bar) in zebrafish embryos treated with NMDI14 from 3–24 hpf. Red dots: the value of each individual replicate. Error bars: standard error of means. Horizontal black dotted line: fold change = 1. Welch’s t-test p-values (** p-value < 0.05; * p-value < 0.1).

### A subset of human and mouse proximal 3′UI-containing genes may also be regulated by NMD

We surveyed human and mouse genomes for prevalence and conservation of proximal 3′UIs. Like in zebrafish, APPRIS-annotated proximal 3′UI-containing genes outnumber distal 3′UI-containing genes in human (S5A Fig and S3 Table, 1239 proximal 3′UI-containing genes, 489 distal 3′UI-containing genes) and mouse (S5B Fig and S3 Table, 921 proximal 3′UI-containing genes, 649 distal 3′UI-containing genes). GO terms of human and mouse genes encoding APPRIS-annotated proximal 3′UI-containing transcripts are also enriched for mRNA binding function (S5E and S5F Fig). A cross-comparison of zebrafish, mouse, and human proximal 3′UI-containing genes identified 167 genes where the proximal position of 3′UI is conserved in all three organisms suggesting that proximal 3′UIs could serve regulatory functions. These genes show a significant interaction network amongst themselves (Fig 7A, p-value = 0.02), and are enriched for genes encoding proteins with RNA recognition motifs and with roles in neural development and disease (Fig 7B).

**Fig 7:**
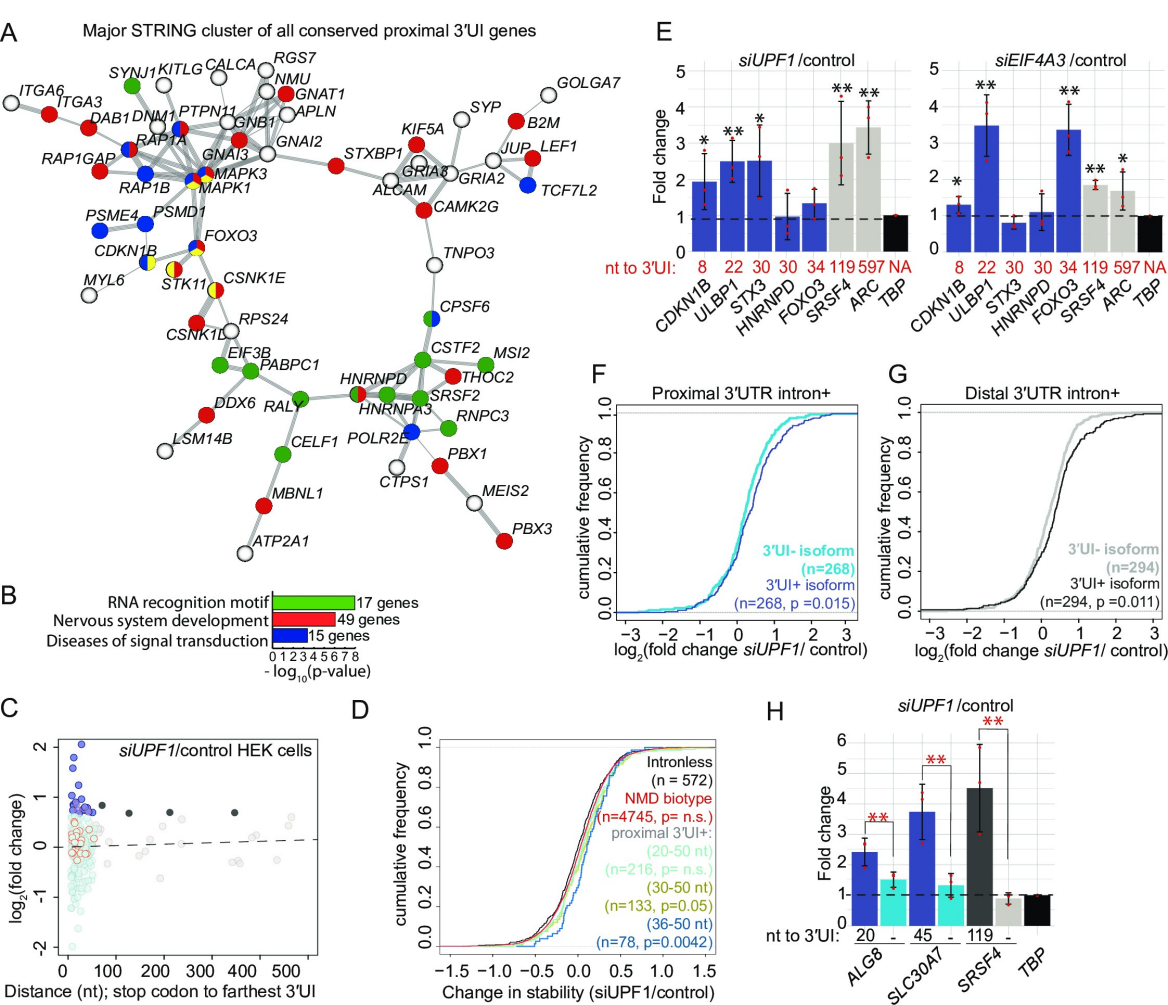
Proximal position of 3′UTR introns is conserved in many vertebrate genes and a subset of proximal 3′UI-containing genes are NMD-sensitive in human cells. A. A major interaction cluster predicted by STRING network analysis of genes with a 3′UI in proximal position in zebrafish, mouse and human. Nodes are colored by gene/protein function: nervous system (red), presence of RNA recognition motif (RRM) (green), diseases of signal transduction (blue), FoxO signaling pathway (yellow). (167 nodes and 127 edges in total, PPI enrichment p-value = 0.02). B. Gene ontology enrichment analysis of all 167 genes with conserved 3′UI proximal positioning. The most significant GO term within the following functional categories are shown: Interpro domains, Biological process and Reactome pathways. C. A scatter plot showing fold changes for APPRIS-annotated proximal 3′UI transcripts (dark blue: FC > 1.5 and light blue: FC < 1.5) and distal 3′UI transcripts (black: FC > 1.5 and gray: FC < 1.5) in *UPF1* knockdown HEK293 cells compared to control cells [57]. Dots encircled in red are transcripts that also contain an uORF as determined previously in [57]. Same analysis for Ensembl transcript annotations is shown in Fig S5G. D. Empirical CDF plot showing change in mRNA stability for different classes of NMD targets and intron-less genes upon *UPF1* knockdown in HEK293 cells (data from [57]). The gene classes are as follows: proximal 3′UI-containing genes where distance is 20–50 nts (light green), 30–50 nts (olive green) and 36–50 nts (dark blue), Ensembl-annotated NMD-biotype genes (red) and intron-less genes (black). CDF function is plotted as in Fig 5B. KS test p-value for comparison of NMD targets to intron-less genes is indicated in the same color. E. qRT-PCR analysis showing fold changes for proximal 3′UI-containing genes *CDKN1B*, *FOXO3* (upregulated in zebrafish); *ULBP1*; *STX3* (highest change in stability upon *UPF1* KD in HEK293 cells [57]); *HNRNPD* (encodes RRM-containing protein) and distal 3′UI-containing genes (*ARC* and *SRSF4*) upon *UPF1* (left) and *EIF4A3* (right) knockdown in HCT116 cells. The distance between stop codon and 3′UI for every 3′UI-containing gene is indicated below each bar. *TBP* is the normalizing gene used for qRT-PCR analysis. Welch’s t-test p-values are indicated using asterisks (** p-value < 0.05 and * p-value < 0.1). F. Empirical CDF plot of fold changes in levels of 3′UI-containing isoforms (dark blue) as compared to 3′UI-lacking isoforms (sky blue) encoded from same genes in *UPF1-*depleted HEK293 cells. KS test p-value for differences in the two distributions is indicated on the bottom right. G. CDF plot as in F showing the fold changes in levels of distal 3′UI-containing (black) versus 3′UI-lacking isoforms (gray). H. qRT-PCR analysis showing fold changes for 3′UI-containing and 3′UI-lacking isoforms encoded by proximal 3′UI-containing genes *ALG8* and *SLC30A7* and by a distal 3′UI-containing gene *SRSF4* upon *UPF1* knockdown in HCT116 cells. The distance of 3′UI when present, or its absence (-) is indicated below each bar. *TBP* is the normalizing gene used for qRT-PCR analysis. Welch’s t-test p-values for the three biological replicates of each transcript are < 0.05. The Welch’s paired t-test p-values for the comparison between fold changes of 3′UI-containing and 3′UI-lacking isoforms is indicated using red asterisks (** p-value < 0.05).

To test if some human and mouse proximal 3′UI-containing genes are also regulated by NMD, we analyzed publicly available RNA-seq datasets of human and mouse cell lines depleted of key NMD factors. We find that a subset of transcripts encoded by proximal and distal 3′UI-containing genes are similarly upregulated in *UPF1*-depleted HEK293 cells (Fig 7C, S5G Fig) [57] and human ESCs (S5H Fig) [62], and in *Smg6*^*-/-*^ knockout mouse ESCs (S5I Fig) [63]. Furthermore, transcript stability of proximal 3′UI-containing genes grouped based on increasing distance from the stop codon (20–50 nts, 30–50 nts, and 36–50 nts) progressively increases upon UPF1 knockdown in HEK293 cells [57] (Fig 7D). Notably, the proximal 3′UI-containing genes where the intron is ≥ 36 nts from the stop codon are the most significantly stabilized. To further test the UPF1 and EJC dependence of proximal 3′UI-containing NMD targets in human cells, we knocked down *UPF1* or *EIF4A3* in a human colorectal carcinoma cell line (HCT116), and assessed levels of a subset of 3′UI-containing transcripts. This subset consists of human orthologs of all three proximal 3′UI-containing genes validated in zebrafish (*FOXO3 CDKN1B*, and *PHLDA2*). We also chose three proximal 3′UI-containing genes that show the highest change in stability upon *UPF1* knockdown in Fig 7D (*STX3*, *ULBP1* and *RBM3*). We also included HNRNPD, an RNA-binding protein-encoding transcript whose principal APPRIS isoform contains a proximal 3′UI. In these transcripts, the proximal position of the 3′UI is conserved (with the exception of *STX3*;. Importantly, primer pairs used for detection of these transcripts unambiguously amplify only the proximal 3′UI-containing isoforms (S4 Table). We find that, similar to transcripts encoded by distal 3′UI-containing genes (*ARC and SRSF4*), *CDKN1B* and *ULBP1* are significantly upregulated upon *EIF4A3* and *UPF1* knockdown (Fig 7E). *STX3* and *FOXO3* are significantly upregulated either upon *UPF1* or *EIF4A3* knockdown but not under both conditions. The proximal 3′UI-containing isoform of *HNRNPD*, on the other hand, remains unchanged in HCT116 cells upon *UPF1* or *EIF4A3* knockdown (Fig 7E). *PHLDA2* and *RBM3* were below detection limits in HCT116 cells and therefore could not be tested. As further validation of the specificity of the proximal 3′UIs to induce NMD, we find that *UPF1* knockdown in HEK293 cells [57] specifically increases levels of the proximal 3′UI-containing isoforms as compared to 3′UI-lacking isoforms produced from the same gene (Fig 7F), similar to the effect observed for transcript isoforms with or without distal 3′UI (Fig 7G). Further, proximal 3′UI-containing isoforms of *ALG8* and *SLC30A7*, two transcripts that show the highest fold-upregulation in Fig 7F, are also specifically upregulated as compared to their 3′UI-lacking isoforms upon *UPF1* depletion in HCT116 cells (Fig 7H). While these data collectively suggest that the presence of a proximal 3′UI may sensitize certain transcripts for NMD, it remains to be tested if a proximal 3′UI is sufficient to induce NMD or if it acts in concert with/via other NMD signals (see Discussion).

### Loss of function of *foxo3b*, a proximal 3′UI-containing gene upregulated in EJC mutant embryos, partially rescues motor axon outgrowth

The zebrafish *foxo3b* gene encodes a transcript that is significantly upregulated in both EJC mutants and *upf1* morphants (Fig 6B and 6C, S4C and S4D Fig and S6A Fig). These data, as well as the conservation of proximal intron position in other vertebrate *foxo3b* homologs (Fig 8A) and the NMD susceptibility of human *FOXO3* (Fig 7E), suggests that *foxo3b* expression is regulated by EJC-dependent NMD. 

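Transcripts of foxo3b have log2 fold changes of 0.90 in magoh mutants (Wald p = 0.0344), 1.46 in rbm8a mutants at 21 hpf (Wald p = 0.00906) and 2.35 at 27 hpf (Wald p = 4.3e-07, adjusted p = 0.00166) in the authors' deposited table, which calls it in all 3. Adjusted over all genes, the Wald p passed at 27 hpf alone. In FPKM, foxo3b stood at 24.2, 6.49 and 4.71 in the libraries labelled magoh mutant replicates 1, 2 and 3, and at 4.44, 5.31 and 4.14 in those labelled sibling. At 21 hpf it stood at 9.65, 4.88 and 3.00 FPKM in the libraries labelled rbm8a mutant and at 7.32, 2.47 and 2.91 FPKM in those labelled sibling. At 27 hpf it stood at 11.4, 12.5 and 2.17 FPKM in the libraries labelled mutant and at 4.63, 2.05 and 1.72 FPKM in those labelled sibling. By the labels, which are in doubt, foxo3b did not pass limma in any of the 3 comparisons. This does not speak against its rise in the authors' deposited table. The paper's RT-PCR and western blots show more foxo3b transcript and Foxo3b protein in mutants (Fig 8B and S6 Fig), which does not settle which library is which.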

Like *foxo3b* transcript, we find that Foxo3b protein is upregulated in 21 hpf *magoh* mutant embryos (2.8-fold; Fig 8B) and in 27 hpf *rbm8a* mutant embryos (1.3-fold; S6B Fig) compared to wild-type siblings. Furthermore, five known Foxo3b transcriptional target genes [64] are also upregulated in *magoh* and *rbm8a* mutant embryos (S6C Fig). 

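FOXO target genes rose as a group in both mutants on the fold changes of the authors' deposited table. The authors' deposited table calls the proapoptotic gene bcl2l11 (log2 fold change 0.68) and the ubiquitin ligase gene fbxo32 (0.91) higher at 21 hpf in rbm8a mutants, as well as igfbp1a. At 27 hpf the transcription coregulator gene cited2 (1.22) is called. Of 27 FOXO target genes measured, 21 lay above 0 in magoh mutants (median 0.23, adjusted p = 0.0116 from cameraPR), 21 in rbm8a mutants at 21 hpf (median 0.36, adjusted p = 0.00318) and 20 at 27 hpf (median 0.34, adjusted p = 4.5e-04). The authors' deposited table calls 1, 7 and 9 of them higher and 0, 0 and 1 lower in the same order. With the Wald p adjusted over the list alone, 3 were higher at 27 hpf and 0 in either 21 hpf mutant. Between the labelled libraries the list rose in the magoh comparison (adjusted p = 0.0118 from camera, and 0.549, not passing, with an estimated correlation) and did not pass in rbm8a mutants (adjusted p = 0.560 at 21 hpf and 0.232 at 27 hpf), and limma called 0 members in each. The study names the members bbc3, gadd45aa and cdkn1ba as higher in the mutants or morphants, and bbc3, gadd45aa, sesn1 and sesn3 are also in the p53 pathway list, so its direction is not independent evidence. In upf1 morphants 6 of 23 members rose and the list passed (median 0.26, adjusted p = 1.0e-04, and 0.539 with an estimated correlation).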

To test if Foxo3b upregulation contributes to EJC mutant phenotypes, we obtained a previously described *foxo3b* null allele, *foxo3b*^*ihb404*^ [65,66], generated *magoh; foxo3b* and *rbm8a; foxo3b* doubly heterozygous adults, and examined muscle and motor neuron development in single, double, and compound mutant embryos. As expected, embryo morphology, motility and motor axon outgrowth of *foxo3b* mutant embryos is indistinguishable from wild-type embryos; hence these mutant embryos are sorted into the wild-type sibling pool. In contrast, as noted above, motor axons barely extend beyond the horizontal myoseptum in EJC mutant embryos (Fig 3E–3G, Fig 8G and 8H and S6H and S6I Fig). Strikingly, we find that heterozygous and homozygous loss of *foxo3b* in EJC mutant embryos leads to significantly longer motor axons that extend well beyond the horizontal myoseptum (Fig 8I–8K and S6J–S6L Fig), but not as far as in wild-type sibling embryos. Despite significant rescue of motor axon outgrowth, neuromuscular junction formation (Fig 8I and 8J and S6J and S6K Fig) and myofiber organization (Fig 8E and 8F and S6F and S6G Fig) are not restored in *magoh; foxo3b* or *rbm8a; foxo3b* double mutant embryos. Thus, we conclude that Foxo3b repression via EJC-dependent NMD is important for motor axon outgrowth. Additionally, we predict that regulation of other mRNA targets is required for proper muscle development.

**Fig 8:**
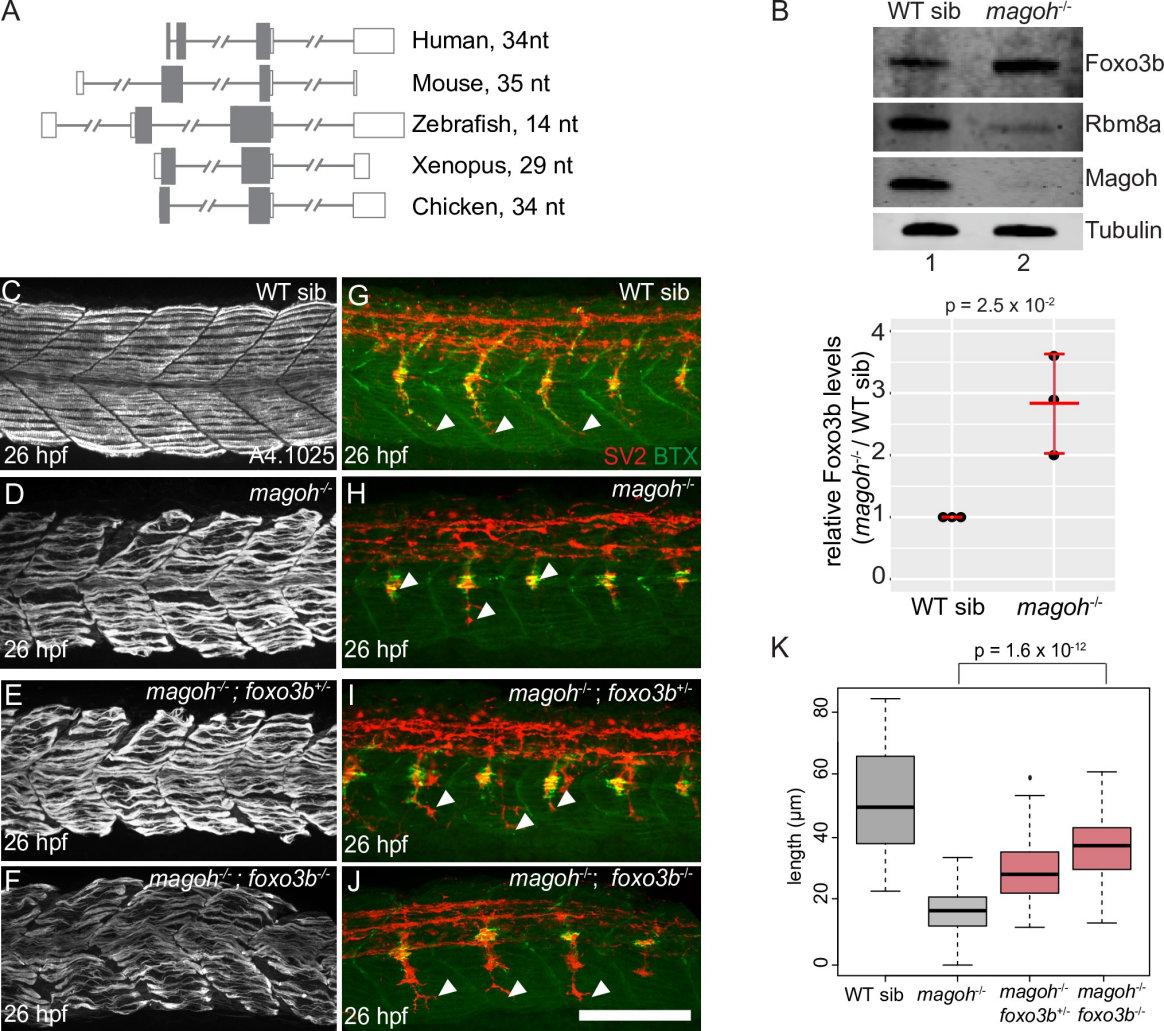
Partial or complete loss of *foxo3b* in *magoh* mutant embryos rescues motor neuron outgrowth defects. A. Illustration showing *foxo3b* gene structure in indicated vertebrates. The distance between the stop codon and the proximal 3′UTR intron is on the right. Open rectangles: UTRs, filled rectangles: coding region, gray lines: introns (hash marks denote shortened intron sequences). B. Top: Western blot showing protein levels in wild-type sibling (lane 1) and *magoh* mutant (lane 2) embryos at 21 hpf. Bottom: a dot plot showing Foxo3b levels normalized to tubulin levels in *magoh* mutant embryos and WT siblings at 21 hpf in three biological replicates. (N = 5 embryos per genotype per replicate). Error bars: standard error of means. C-F. Confocal images showing Myh1 immunofluorescence using anti-A4.1025 in somites 12–16 of WT sibling (C), *magoh*^-/-^ mutant (D), *magoh*^-/-^; *foxo3b*^+/-^ mutant (E), and *magoh*^-/-^; *foxo3b*^-/-^ mutant (F) embryos at 26 hpf (N = 13 embryos/genotype). G-J. Merged confocal images showing motor neurons (red; detected by anti-SV2 staining) and acetylcholine receptors (green; detected by alpha-bungarotoxin staining) in somites 12–16 of WT sibling (G), *magoh*^-/-^ mutant (H), *magoh*^-/-^; *foxo3b*^+/-^ mutant (I), and *magoh*^-/-^; *foxo3b*^-/-^ mutant (J) embryos. Neuromuscular junctions in the merged images are yellow. White arrowheads point to the distal end of the motor neuron. (N = 13 embryos per genotype). Scalebar in J (for panels C-J) is 100 nm. K. Boxplots showing quantification of motor axon length in embryos of genotypes indicated along the x-axis (4 motor neurons/embryo and 13 embryos/genotype). Welch’s t-test p-values for comparison between *magoh*^-/-^ mutant and *magoh*^-/-^; *foxo3b*^-/-^ mutant embryos are at the top.

## Discussion

### Loss of EJC causes tissue-specific defects and embryonic lethality in zebrafish

In zebrafish *rbm8a* and *magoh* single mutant embryos, both Rbm8a and Magoh proteins are co-depleted (Fig 2C and Fig 2D). This simultaneous reduction of *rbm8a* and *magoh* function likely impairs EJC function leading to rapid emergence of developmental defects, which progressively worsen and lead to embryonic death by 2 days post-fertilization. Remarkably, the defects in EJC mutants initially arise in specific tissues. Head necrosis is morphologically apparent in EJC mutants by 19–21 hpf, with onset occurring earlier in *magoh* mutants than in *rbm8a* mutants. This neural cell death phenotype is readily detected in both mutants at 19 hpf with the more sensitive acridine orange dye (S2A Fig). The neural cell death phenotype is similar to that seen in mouse heterozygous EJC mutant embryos [30,31], and is consistent with the microcephaly phenotype in human patients heterozygous for hypomorphic *RBM8A* and *EIF4A3* mutations [28,29]. Thus, across vertebrates, certain tissues appear more sensitive to loss of EJC function. The emergence of defects in EJC mutant embryos in discrete lineages such as neural and muscle cells may result from tissue-specific differences in EJC protein functions, activity of EJC regulators, or decay rates of maternally-provided EJC transcript/protein. Future investigation into these possibilities in zebrafish embryos may explain why loss of a ubiquitously-expressed entity like the EJC leads to tissue-specific phenotypes, as are also observed in human EJC-linked syndromes [28,29]. Notably, unlike haploinsufficiency of EJC core components in mouse and human [28–31], heterozygous loss of *rbm8a* or *magoh* in zebrafish does not have any apparent phenotypic consequences, indicating that the threshold dose of EJC may differ between zebrafish and mammals.

Despite similar phenotypic defects in *rbm8a* and *magoh* mutant embryos, gene expression changes in the two mutants show only a modest (albeit statistically significant) overlap (Fig 4). Multiple factors are likely to contribute to this observation. Foremost, it is likely that at 21 hpf, when gene expression is first compared between *rbm8a* and *magoh* mutants (Fig 4D), the two mutants are at different stages of developing EJC-related defects even though they are at the same developmental time point. In support of this idea, *magoh* mutants show head necrosis at 19 hpf while this phenotype is not readily seen in *rbm8a* mutants until 21 hpf. This temporal difference in appearance of defects in the two mutants may be driven by the timing/rate of depletion of maternal mRNA/protein stores (Fig 2C and 2D). When comparing RNA-seq data sets from *rbm8a* mutants at 21 hpf and 27 hpf (Fig 4E), the six-hour age difference is likely a major factor in the observed gene expression differences. The comparison of 27 hpf *rbm8a* to 21 hpf *magoh* mutant gene expression signatures (Fig 5A) is thus likely to compound the two factors described above resulting in smaller overlapping changes. It is also noteworthy that developing zebrafish embryos of the same genotype from the same clutch can show a 2-fold or more change in ~12% of genes [67], and embryos of the same genotype derived from different mothers show distinct mother-specific transcriptome signatures [67]. Such issues can further increase variation in gene expression estimates within and across biological replicates of the same genotype, amplifying differences among the two EJC mutants. Finally, some differences in gene expression profiles of *rbm8a* and *magoh* mutants could arise due to their EJC-independent functions (e.g. human RBM8A can bind to mRNA cap structure and may regulate decapping, [68,69]). In the future, the shared impact of the EJC core proteins in developing embryos can be better evaluated by comparing gene expression in specific cell types or tissues of zebrafish *rbm8a* and *magoh* mutants at the same developmental stage.

### The EJC is a critical component of NMD in zebrafish

Our finding that a significant fraction of genes upregulated in EJC mutant embryos are also upregulated in *upf1* knockdown embryos (Fig 5) suggests that EJC-dependent NMD is compromised in both *rbm8a* and *magoh* mutant embryos. The overlap between upregulated genes in EJC mutant and *upf1* morphants is small (Fig 5A and S3A Fig), likely due to differences in developmental timing or due to NMD-independent functions of Upf1 and EJC proteins. However, the genes within these overlaps include previously validated zebrafish NMD targets and orthologs of known NMD targets in mammals (Fig 5D and S2 Table). Furthermore, several known classes of NMD targets such as PTC-, uORF-, and 3′UI-containing transcripts are significantly upregulated in *rbm8a* and *magoh* mutant embryos (Fig 5E and 5F). A moderate enrichment of these classes of transcripts among the upregulated genes in EJC mutants (S3H and S3I Fig) suggests that many of the genes with these features are directly regulated by EJC-dependent NMD. Therefore, the EJC is important for the quality control function (i.e. suppression of aberrant PTC-containing transcripts) and the gene regulatory activity of the zebrafish NMD pathway, which further underscores the importance of EJC-dependent NMD for developmental and tissue-specific gene regulation [20,21,24,25]. An important future goal will be to expand on how EJC-dependent NMD regulates specific genes in particular cell types and tissues to control development.

### Proximal 3′UTR introns as a probable NMD-inducing feature

Several of our observations raise a possibility that proximal 3′UIs can induce NMD. Nearly 10% of all detectable zebrafish proximal 3′UI-containing genes, like distal 3′UI-containing genes, are ≥ 1.5 fold upregulated in EJC mutant and *upf1* morphant datasets (Fig 6B and 6C, S4D Fig), and a subset of these are upregulated in zebrafish embryos treated with the NMD inhibitor NMDI14 (Fig 6D). Further, a subset of proximal 3′UI-containing genes is also upregulated in mouse and human NMD- and EJC-compromised cells (Fig 7 and S5 Fig). Importantly, NMD inhibition specifically upregulates transcript isoforms that contain a proximal (or distal) 3′UI but not the 3′UI-lacking isoforms produced from the same genes (Fig 7F–7H). These observations are also consistent with previous reports of NMD susceptibility of a T cell receptor-*β* (*TCR-β*) reporter RNA where stop codon is only 10 nt upstream of the last exon-exon junction [70], and of triose phosphate isomerase reporter RNA with stop codon 40 nt upstream of the last exon-exon junction [71].

How can a proximal 3′UI lead to NMD? The prevalent 50-nt rule is presumed to account for the minimum distance required to accommodate a terminated ribosome at stop codon so that it does not interfere with the downstream EJC. Based on estimates that ribosome footprints at stop codons extend about 9 nts into the 3′UTR [e.g. see 58] and that the EJC 5′ boundary lies about 27 nts upstream of the exon-exon junction (Fig 1E), EJC deposited by a 3′UI located at least 36 nts downstream of a stop codon may not always be displaced by the terminating ribosome and could induce NMD via the currently accepted mechanism (Fig 9A). How introns within the first 35 nts of a 3′UTR might induce NMD is more perplexing. One possibility is that introns within 35 nts of the stop may trigger NMD via non-canonical EJCs present downstream in the 3′UTR [42,43] (Fig 9A). Additionally, EJC-interacting factors such as SR proteins deposited on 3′UTR sequences after 3′UI splicing may also recruit NMD-activating factors [42,43,72,73] (Fig 9A). Our data do not exclude additional possibilities for proximal 3′UIs to activate NMD in concert with other mechanisms that are intron-dependent (e.g. EJC-dependent translation enhancement or yet-unknown distal 3′UIs) or intron-independent (e.g. 3′UTR length or NMD-promoting sequences) (Fig 9A). Interestingly, in T cells in mice, PTC-containing *TCR-β* shows very strong intron-dependent NMD but is also downregulated >3-fold by an intron-independent mechanism [74]. Therefore, further studies are necessary to rigorously test if proximal 3′UIs, like distal 3′UIs, can act as an independent NMD-inducing feature.

**Fig 9:**
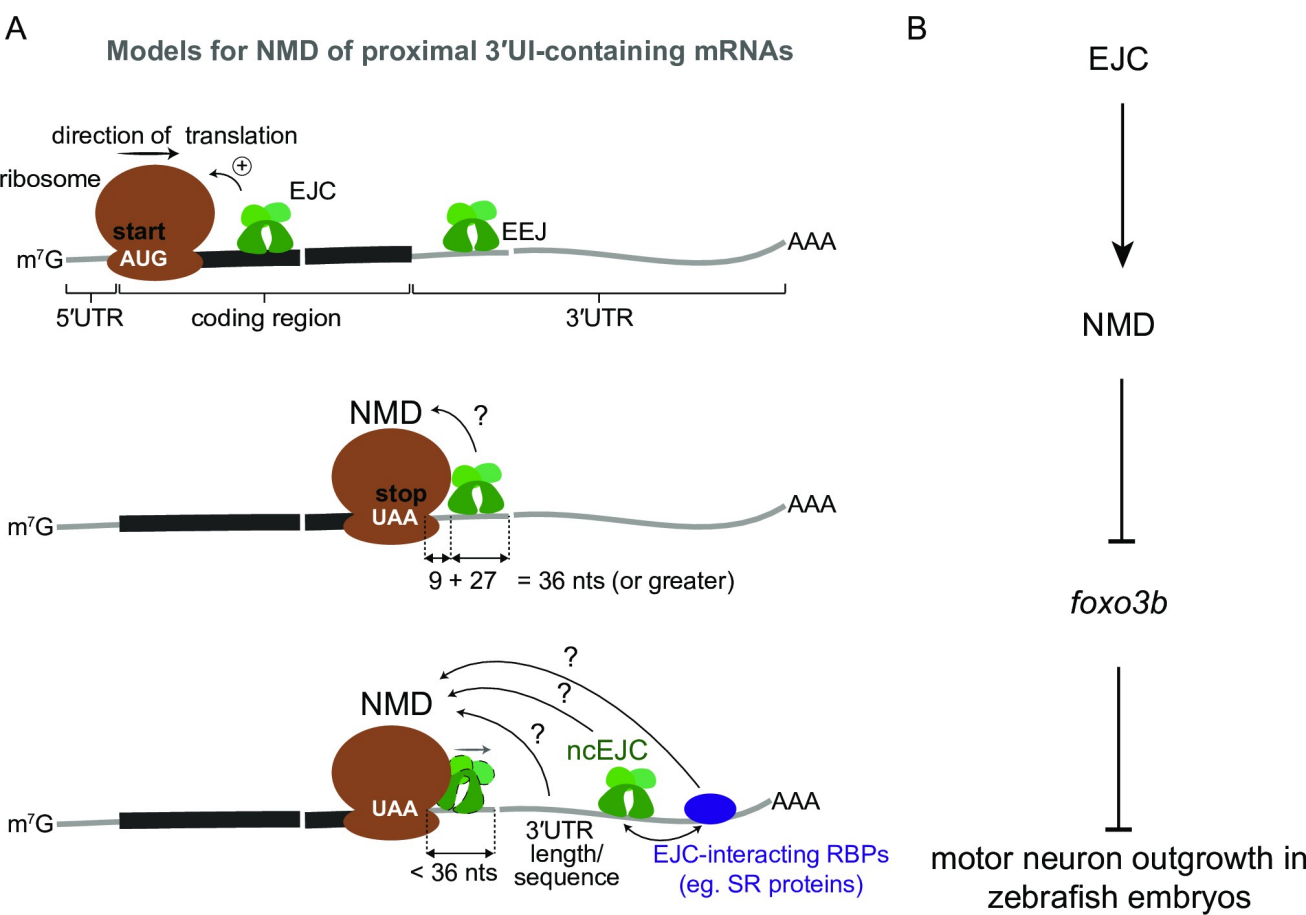
Possible models for EJC-dependent NMD of proximal 3′UI-containing transcripts and regulation of *foxo3b* function in zebrafish motor neurons. A. Top: EJCs can function to enhance NMD via translation stimulation. Ribosome (brown), direction of translation (straight arrow), start codon (‘AUG’ in white), EJC (green), exon-exon junction (EEJ), mRNA coding region (thick black line) and mRNA 5′ and 3′UTRs (thin gray lines) are labeled. Middle: a model for downstream EJC function in NMD of transcripts where the distance between stop codon (‘UAA’ in white) and downstream exon-exon junction is 36 nts or greater to accommodate both the EJC and the ribosome. Bottom: a model for NMD of transcripts where the distance between stop codon and downstream exon-exon junction is less than 36 nts. Displacement of stop codon-proximal EJC by the ribosome is shown. In this case other downstream factors such as a non-canonical EJC (ncEJC), EJC-interacting RBPs (e.g. SR proteins), or 3′UTR length and/or specific sequences may be responsible for NMD. B. A schematic depicting a model for EJC- and NMD-dependent regulation of *foxo3b* as a genetic pathway that is critical for zebrafish motor neuron development.

We also observe that proximal 3′UI-containing genes are variably susceptible to reduced EJC/NMD function. For example, zebrafish *foxo3b* is significantly upregulated in EJC mutant and *upf1* morphants whereas human *FOXO3* is only mildly sensitive to reduced UPF1 levels in cell lines (Fig 6, S4 Fig, Fig 7 and S5 Fig) but shows robust upregulation upon EIF4A3 knockdown in HCT116 cells (Fig 7E). Furthermore, many vertebrate genes with proximal 3′UIs are not upregulated, or are even downregulated, upon diminished EJC/UPF1 function (Fig 6 and Fig 7). These observations, and previous findings of Wittkopp *et al* (2009) that a PTC introduced 6 nt upstream of the last exon-exon junction of a reporter RNA does not elicit NMD in zebrafish cultured cells [54], show that many proximal 3′UI-containing transcripts may not be subject to NMD at all. Interestingly, similar to proximal 3′UI-containing genes, distal 3′UI-containing genes also show a variable susceptibility to EJC/NMD-deficiency (Fig 6B and 6C, Fig 7C). The variability and/or non-responsiveness of some 3′UI-containing genes to EJC/NMD manipulations could be due to their low expression at developmental stage/cell type investigated or due to their variable sensitivity to EJC/NMD protein levels. Further, downregulation of proximal 3′UI-containing genes could result from indirect effects of compromised EJC/NMD function. It is also possible that some 3′UI-containing genes actively evade NMD via 3′UTR-bound proteins [75]. Thus, regulation of mRNA stability by 3′UIs is likely to be a net outcome of a combinatorial control of NMD by multiple determinants of 3′UTR RNP composition, a model that requires further validation on gene-by-gene basis.

### EJC-dependent NMD of *foxo3b* is critical for zebrafish motor axon outgrowth

Certain genes maintain proximal 3′UIs across vertebrate evolution (Fig 7 and Fig 8) despite much faster rates of intron loss from 3′UTRs compared to coding region [76,77], suggesting that proximal 3′UIs may play an important role in gene regulation and cellular function. *foxo3b* is one such example that is regulated via EJC-dependent NMD in zebrafish embryos (Fig 6) and cultured human cells (Fig 7), and such control is critical for motor axon outgrowth (Fig 8 and Fig 9B). Therefore, of the hundreds of NMD targets identified in multiple cell types and organisms, *foxo3b* is among the handful of genes such as *Robo3*.*2* in mouse commissural axons [20] and *Smad7* in cultured embryonic stem cells [62], whose regulation by NMD impacts cell fate and differentiation *in vivo*. *foxo3b* encodes a forkhead box transcription factor that acts as a hub for integration of several stress stimuli, and functions in processes such as cell cycle, apoptosis, and autophagy [78,79]. In zebrafish, Foxo3b has been implicated in survival under hypoxic stress [66], inhibition of antiviral responses [65], and canonical *wnt* signaling inhibition [80]. FOXO3, the mammalian ortholog of Foxo3b, physically interacts with p53, and both act synergistically to induce apoptosis in response to stress [81]. In addition, several pro-apoptotic genes (e.g. *bim*, *bbc3*, *gadd45a*) are direct FOXO3 transcriptional targets (S6C Fig) [82,83]. Thus, the regulation of *foxo3b* by EJC-dependent NMD (Fig 6 and Fig 8) can directly impact cell survival. The elevated levels of Foxo3b in EJC mutant embryos may cause motor axon growth defects due to reduced Wnt signaling [80,84], increased neural cell death, and/or other cell-autonomous or non-cell-autonomous reasons. Following the loss of *foxo3b* function in EJC mutant embryos, the partial reversal of motor axon length (Fig 8) parallels the rescue of neural apoptosis in mouse EJC mutant embryos upon brain-specific *p53* ablation [30,31], and the reversal of cell death in NMD-defective flies and human cell lines upon reduced activity of *GADD45A* [85]. Therefore, *foxo3b* is a critical NMD target in zebrafish motor neurons, and may serve as an example for how 3′UIs can modulate 3′UTR RNP composition, mRNA stability and protein production during development (Fig 9).

## Materials and methods

### Ethics statement

Animal experiments were performed in accordance with institutional and national guidelines and regulations and were approved by the Ohio State University Animal Care and Use Committee (Protocol number: 2012A00000113-R2).

### Animal stocks, lines, and husbandry

Adult zebrafish (*Danio rerio*) were housed at 28.5°C on a 14 hour light/10 hour dark cycle and embryos were obtained by natural spawning or *in vitro* fertilization. Embryos were raised at both 25°C and 28.5°C and were staged according to Kimmel *et al*. (1995) [87]. *rbm8a*^oz36^ and *magoh*^oz37^ lines generated using CRISPR/Cas9 mutagenesis (described below) in the AB strain. The *foxo3b*^ihb404^ line [65] was obtained from the Xiao lab at the Chinese Academy of Sciences, Wuhan, China.

### CRISPR/Cas9 mutagenesis

An optimal CRISPR target site in the coding sequence of *rbm8a* and *magoh* was identified using the ZiFit Targeter software package [88,89]. gRNAs were designed and synthesized as described [47]. *rbm8a-* or *magoh*-targeting gRNA was co-injected with *Cas9* mRNA [90] into 1-cell stage embryos (60 pg gRNA and 160 pg *Cas9* mRNA).

*rbm8a* gRNA target site: (5′-GGGAGGCGAAGACTTTCCTA-3′)

*magoh* gRNA target site: (5′-GGTACTATGTGGGGCATAA-3′)

Injected embryos were raised to 24 hpf at which time embryos were individually screened by high-resolution melting analysis (HRMA) to assess target site mutation efficiency in somatic cells. Remaining embryos were raised and crossed to AB wild-type adults; F1 adults were screened for germline transmission of CRISPR-induced mutations using HRMA. HRMA revealed unique *rbm8a* and *magoh* mutant alleles transmitted by multiple F0 founders. We recovered the *rbm8a*^*oz36*^ *and magoh*^*oz37*^ alleles and outcrossed the heterozygotes to the AB wild-type strain for two generations before intercrossing for phenotypic analyses. Sequences of primers used for genotyping are listed in S4 Table.

### EJC mutant and *foxo3b*^*ihb404*^ mutant embryo and adult genotyping strategy

Individual embryos and adult fin tissue were lysed in 50 μl 1M NaOH for 15 mins at 95°C followed by incubation on ice for 5 minutes at 4°C, and then neutralized with 5 μl of 1M Tris-HCl pH 8. For genotyping fixed embryos, heads were removed into ThermoPol buffer (20 μl) and treated with 2 mg/ml ProK at 55°C for 3 hours to extract DNA. 1 μl of DNA extract was used as a template in a 20 μl PCR with Taq polymerase according to the manufacturer's protocol (NEB). For genotyping *rbm8a*^*oz36*^ *and foxo3b*^*ihb404*^ mutant embryos, PCR products were digested with 20 units of XmnI and XcmI respectively (NEB) to distinguish cleavable mutant from un-cleavable wild-type amplicons. Digested products were analyzed on a 1% agarose gel stained with Gel Red (Biotium). For genotyping *magoh*^*oz37*^ mutant embryos, PCR products were analyzed by separation of mutant and wild-type alleles on a 2% agarose gel stained with Gel Red (Biotium). Primer sequences are listed in S4 Table.

### Acridine orange staining and immunohistochemistry

Embryos were incubated in 1:5000 acridine orange solution for 1 hr at 28.5°C (stock: 6 mg/ml, Sigma-Aldrich) followed by 2X washes in fish system water. For immunohistochemistry, embryos were processed following standard protocols using 4% PFA fixation, permeabilization using acetone, and incubation in blocking solution for 1 hour. EJC mutant embryos and wild-type siblings at 24 hpf and 26 hpf were incubated in 2% BSA/2% goat serum/1% DMSO/0.1% Tween-20/PBS blocking solution with 1:100 dilution anti-SV2 (DSHB) and 1:1000 anti-A4.1025 (DSHB) primary antibodies and AlexaFlour (Molecular Probes) secondary antibodies. Embryos were stained with Alexa Fluor 488-conjugated α-Bungarotoxin (Thermo Fisher) incubation in a 1:200 blocking solution post primary and secondary antibody staining. All images were centered on the region above the end of the yolk tube which included somites 12–16 at 24 hpf and somites 16–20 at 26 hpf.

### Microscopy and Imaging

Immuno-stained embryos were dissected and mounted in Fluoromount-G (SouthernBiotech) and imaged at 40X magnification using MetaMorph software (Molecular Devices) on an Andor SpinningDisc Confocal Microscope (Oxford Instruments) with Nikon Neo camera. Live images of EJC mutant and wild-type sibling embryos were taken by mounting embryos in 3% methylcellulose and imaging with a AxioCam camera on a Zeiss upright AxioPlan2 microscope.

### Zebrafish NMDI14 inhibitor treatment

NMDI14 (Sigma) stock solution was made in DMSO as per manufacturer’s instructions. AB wild-type zebrafish embryos were dechorionated on agarose-coated 10 cm plates. At 3 hpf, NMDI14 was added to a final concentration of 4.8 μM. At 24 hpf, embryos (20/treatment) were rinsed with fresh fish water and added to 500 μl of Trizol (Thermo Fisher Scientific) for RNA preparation.

### Immunoblot analysis

SDS-PAGE gels and western blots were performed using the standard mini-PROTEAN tetra system (Bio-Rad). All western blots were stained using infrared fluorophore-conjugated secondary antibodies and were scanned on a LI-COR Odyssey CLx imager. Protein quantification was performed using Image Studio software (v5.2.5).

### Quantification of paralysis and motor axon length

At 24 hpf, EJC mutant and wild-type sibling embryo movements were scored under the dissecting microscope by counting the number of tail contractions per minute. For motor neuron axon quantification, immunofluorescence images of 26 hpf EJC mutant and wild-type sibling embryos were stained with anti-SV2 as described above. Images were imported into Fiji (ImageJ v2) and motor axon length was quantified using the Simple Neurite Tracer plugin [91].

### RNA-Immunoprecipitation-Seq and RNA-Seq sample collection

At 24 hpf, zebrafish embryos (n = 800 embryos/IP) were triturated using a 200 μl pipette and washed to remove yolks as previously described [92], followed by flash freezing the tissue in liquid nitrogen. Whole embryo tissue was lysed and sonicated in 800 μl of hypotonic lysis buffer (HLB) [20 mM Tris-HCl pH 7.5, 15 mM NaCl, 10 mM EDTA, 0.5% NP-40, 0.1% Triton X-100, 1 mM Aprotinin, 1 mM Leupeptin, 1 mM Pepstatin, 1 mM PMSF]. Lysates were sonicated using a microtip for 7 seconds, NaCl was increased to 150 mM, and RNase I was added to 100 μg/ml. Following a 5-minute incubation on ice, cell lysates were cleared by centrifugation at 15,000 × g. The sample was split into 2 tubes (400 ul each) and the volume was increased to 2 mL by addition of isotonic lysis buffer. Complexes were captured on Protein G Dynabeads (Thermo Fisher) conjugated to IgG or α-Rbm8a for 2 hours at 4°C. Complexes were washed in isotonic wash buffer (IsoWB) [20 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% NP-40] and eluted in clear sample buffer [100 mM Tris-HCl pH 6.8, 4% SDS, 10 mM EDTA, 100 mM DTT]. The proteins were eluted in 20 μl of clear sample buffer [100 mM Tris-Hcl pH 6.8, 4% SDS, 10mM EDTA, 100 mM DTT] and 10 μl of the sample was used to separate the proteins via SDS-PAGE and analyze by western blotting. The remaining 10 μl of the sample was used for RNA extraction using Phenol-Chloroform-Isoamyl alcohol precipitation. RNA was resuspended in 10 μl of RNase-free water. 1 μl of the RNA was end-labeled with γ-^32^P-ATP and then run on a denaturing 20% urea PAGE gel to assess quality while the remainder was used for RNA-Seq library preparation.

For RNA-Seq sample collection, EJC mutant and wild-type sibling embryos (N = 25) were harvested at 21 and/or 27 hpf and lysed in 500 μl Trizol (Thermo Fisher Scientific). Heterozygote and wild-type embryos (wild type sibling embryos) were mixed together for the control RNA-Seq dataset because heterozygotes are morphologically indistinguishable from wild-type embryos, they can only be distinguished by the DNA genotyping strategies described above. RNA was extracted following manufacturer standard procedures.

### RIP-Seq and RNA-Seq library preparation

For RIP-Seq, RNA extracted from ~90% of RIP eluate was used to generate strand-specific libraries. For RNA-Seq libraries, 5 μg of total cellular RNA was depleted of ribosomal RNA (RiboZero kit, Illumina), and subjected to base hydrolysis. RNA fragments were then used to generate strand-specific libraries using a custom library preparation method [93]. Briefly, a pre-adenylated miR-Cat33 DNA adapter was ligated to RNA 3′-ends and used as a primer binding site for reverse-transcription (RT) using a special RT primer. This RT primer contains two sequences linked via a flexible PEG spacer. The DNA with a free 3′-end contains sequence complementary to a DNA adapter as well as Illumina PE 2.0 primers. The DNA with a free 5′-end contains Illumina PE 1.0 primer sequences followed by a random pentamer, a 5 nt barcode sequence, and ends in GG at the 5′-end. Following RT, the extended RT primer was gel purified, circularized using CircLigase (Illumina), and used for PCR amplification using Illumina PE 1.0 and PE 2.0 primers. All DNA libraries were quantified using an Agilent Bioanalyzer to determine DNA length and a Qubit Fluorometer to quantify DNA amount. Libraries were sequenced on an Illumina HiSeq 2500 platform in the single-end format (50 nt read lengths). For each RNA-Seq experiment consisting of an EJC mutant and its WT sibling at a given time-point, three biological replicates were sequenced per genotype.

### Zebrafish EJC mutant embryo RIP-seq and RNA-Seq data analysis

#### Adapter trimming and PCR duplicate removal

After demultiplexing, fastq files containing unmapped reads were first trimmed using Cutadapt (v2.3). A 12 nt sequence on read 5′-end consisting of a 5 nt random barcode sequence, 5 nt identifying barcode, and a CC was removed. The random barcode sequence associated with each read was saved for identifying PCR duplicates down the line. Next, as much of the 3′-adapter (miR-Cat22) sequence TGGAATTCTCGGGTGCCAAGG was removed from the 3′-end as possible. Any reads less than 20 nts in length after trimming were discarded.

#### Alignment and removal of multi-mapping reads

For RIP-Seq, following adapter trimming, reads were aligned with HISAT2 v2.1.0 (Kim *et al*., 2015) using 24 threads to zebrafish GRCz10. After alignment, reads with a HISAT2 mapping score less than 60 were removed, i.e. all multi-mapped reads were discarded. Finally, all reads mapping to identical regions were compared for their random barcode sequence; if the random sequences matched, such reads were inferred as PCR duplicates and only one such read was kept.

For RNA-Seq, adapter-trimmed libraries were aligned to the zebrafish genome using TopHat2 [94] (v2.0.14 and default options:—read-mismatches 2,—red-gap-length 2,—read-edit-dist 2,—min-anchor-length 8,—splice-mismatches 0,—num-threads 2 (not default),—max-multihits 20) and the GRCz10 genome assembly. Read count followed by differential expression analysis was conducted as stated in the Love *et al*. 2018 RNA-Seq workflow.

#### RIP-Seq data downstream analyses

First, by comparing aligned reads to a GRCz10 exon annotation obtained through Ensembl BioMart we determined the 5′ and 3′ end distribution of RIP-Seq reads and the meta-exon distributions of RIP-Seq reads. The primary reference transcriptome was obtained from Ensembl BioMart. For each gene, the principal transcript isoform (transcript with an APPRIS P1 annotation) was selected for all analyses concerning the specificity of the RIP-Seq replicates. These analyses include calculation of RPKMs for the major APPRIS P1 isoform and comparison of intronic RPKMs to exonic RPKMs as well as intron-less transcript RPKMs to multi-exon transcript RPKMs.

#### RNA-Seq differential expression analysis

Differential expression analysis using EJC mutant embryos and wild-type RNA-Seq data was conducted based on the RNA-Seq workflow published by Love *et al*. 2018 [95].

First, to create count-matrices for each RNA-Seq experiment, the GenomicAlignments and SummarizedExperiment software [96,97] were used to count reads mapping per gene for each RNA-Seq bio-replicate. The count matrix was filtered to remove all genes with zero counts in all samples before differential expression (DE) analysis using DESeq2 [98]. At least one, if not all of the biological replicates for each RNA-Seq experiment were sequenced during a separate deep-sequencing run. These differences in sequencing runs introduced some variability among the replicates. To account for the variability among our RNA-Seq bio-replicates during differential expression analysis we used the RUV-seq R package [99]. Usual methods of normalization only account for sequencing depth but RUV-seq methods can be used to normalize libraries for library preparation and other technical effects. We used the RUVs method of the RUV-seq package which utilizes the centered counts (the counts of genes unaffected by our covariates of interest such as the sample genotype) to determine a normalization factor for each library. The count matrix was imported into DESeq2, and the RUVs normalization factors and genotype were used in the design formula to construct the DESeq dataset for gene-level differential expression analysis. We used the LRT test with all default DESeq2 settings to identify genes differentially expressed between mutant and wild-type samples. To correct for multiple testing in the DE analysis we used Benjamini-Hochberg (BH) adjustment with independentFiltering set to false. We decided to set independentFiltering to false because we are interested in studying NMD targets which are most likely to have low read counts in wild-type embryos. In the case of the *rbm8a*^-/-^ 21 hpf and 27 hpf datasets the histogram of all p-values showed a hill-shaped distribution. In order to account for this distribution, as per the suggestion made in RNA-Seq workflow [95], we used fdrtool [100] for multiple testing and determined adjusted p-values using default fdrtool settings.

### Gene Ontology enrichment analysis

The PANTHER14.0 [86] tool was used to identify significantly enriched biological process GO terms in genes that are found to be significantly differentially expressed in EJC mutant embryos by DESeq2. The PANTHER tool was also used to identify significantly enriched biological process GO terms in proximal 3′UI genes in zebrafish and humans. For all analyses the PANTHER’s Benjamini-Hochberg correction was used to calculate adjusted p-values.

### Overlap analysis

The universal and test sets were chosen to be the set of Ensembl gene IDs which were assigned an adjusted p-value post-DESeq2 analysis. After determining a universal dataset for each RNA-seq dataset, the smallest universal set for the comparison in question was chosen. The significance of overlap was calculated using a hypergeometric test using the R statistical software.

### STRING network analysis

The STRING database [101] was used to identify connections between proteins encoded by proximal 3′UI genes with default high confidence settings (minimum required interaction score = 0.7). The clusters shown were created after the Markov Cluster Algorithm (MCL) inflation parameter was set to 3 clusters.

### Human and mouse RNA-Seq data analysis

SRA files were downloaded from sources specified in [62,63]. Fastq files generated from the SRA files were mapped using TopHat2 (version 2.1.1) using the same settings described above for zebrafish alignment. Count matrices were generated using the GenomicAlignments and SummarizedExperiment packages. The count matrices were imported into DESeq2 for differential expression analysis using the LRT test, BH adjustment and with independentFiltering set to false.

### Identification of uORF genes in zebrafish, human and mouse

We selected for uORFs which were categorized as “functional uORFs” in Johnstone *et al*. 2016 [59] based on RNA-Seq and ribosome profiling. The following filters were applied to select for uORFs that show evidence of translation at 24 hpf: 5′UTR RPF RPKM ≥ 5, RNA-Seq RPKM≥ 5, RPF RPKM ≥ 5, ORF translation efficiency at 24 hpf >1.

### Identification of 3′UTR intron containing genes in zebrafish, mouse, and human

A table describing exon starts, exon ends, CDS start, CDS end, strand and APPRIS annotation was downloaded from the Ensembl database for all transcripts in zebrafish (GRCz10), human (GRCh38) and mouse (GRCm38). All transcripts with any level of APPRIS annotation [56] were included. We then identified transcripts that contain introns in the 3′UTRs by subtracting exon start coordinates from the CDS end coordinates in a strand specific manner. We then determined the distance of the farthest 3′UTR intron to the stop codon; based on the distance (< or ≥ 50 nts) as well as the number of 3′UTR introns the transcripts were classified into proximal and distal categories. Proximal transcripts were defined by the presence of only one 3′UTR intron which is within 50 nts of the normal stop codon. Distal transcripts were defined by the presence of one 3′UTR intron which is more than 50 nts away from the stop codon or by the presence of more than one 3′UTR intron irrespective of the distance of the nearest 3′UTR intron to the stop (i.e.If a gene encodes transcript with both proximal and distal 3′UIs, it is classified in the latter group.). For all fold-change analyses, we defined distal/proximal 3′UI-containing genes as those that encode one or more distal/proximal 3′UI+ transcripts. The distal 3′UI-containing genes that did not have an APPRIS annotation but were annotated with an ‘NMD biotype’ in the Ensembl database were included as a separate group in the analyses included in Fig 5 and the group was named as NMD biotype.

### Analysis of NMD-sensitive and NMD-insensitive isoforms of 3UI-containing genes

The transcript level quantification data were obtained from S4 Table of Baird *et al*. (57). After removing transcripts that lack q-values in *UPF1* knockdown compared to the control, transcripts were separated based on the presence or absence of a PTC as indicated in the table. Among the PTC-containing transcripts, those that contain a 3′UI and are the only detectable 3′UI-containing transcript from the corresponding gene were selected as distal 3′UI-containing isoforms based on our classification described above. Among the PTC-lacking transcripts, those that contain a proximal 3′UI and are the only detectable 3′UI-containing transcript of the corresponding gene were selected as proximal 3′UI-containing isoforms based on our classification. Finally, we selected the most abundant (highest TPM value in the control dataset) 3′UI-lacking isoform of the selected proximal and distal 3′UI-containing genes as control groups for analysis in Fig 7F and 7G.

### Mammalian cell culture knockdown experiments

HCT116 cells were seeded into 12 well plates (10^5^ cells/ well) in McCoy’s 5A media and 15 pmol siRNA was reverse transfected using 1.6 μl lipofectamine RNAiMAX reagent (Thermo Fisher Scientific) per well. Knockdown was carried out for 48 hours with a media change after 24 hours. Cells were harvested in hypotonic lysis buffer (described above), 30% of the cell lysate was saved to check the efficiency of knockdown (S5J Fig) while the rest was added to TRI Reagent (Sigma) for RNA extraction. The siRNAs used in this study are listed below:

Hs_*RBM8A*_5 FlexiTube siRNA, no modification, 20 nmole (SI03046533, Qiagen)

All Stars Negative Control siRNA, no modification, 20 nmole (SI03650318, Qiagen)

*UPF1*_1879: AAG AUG CAG UUC CGC UCC AUU

*EIF4A3*_187: CGA GCA AUC AAG CAG AUC AUU

### Zebrafish *upf1* knockdown experiment and RNA-Seq

For conducting *upf1* knockdown in zebrafish, 2 ng of a splice blocking morpholino (MO) diluted in 0.2 M KCl with 0.1% phenol red was injected into 1-cell stage embryos. The *upf1* MO used was previously published and named *upf1* MO2 [54] with a sequence of 5′-TTTTGGGAGTTTATACCTGGTTGTC-3’. Morpholino was synthesized by Gene Tools, LLC. Uninjected wild-type control embryos (n = 30) and injected morphants (n = 30) were raised for 12 hours at 28.5°C and lysed in 500 μl Trizol following manufacturer’s procedures (Thermo Fisher Scientific). After RNA-extraction, double-stranded cDNA was synthesized following Illumina's TruSeq protocol per manufacturer’s instructions. Briefly, mRNA was purified from 1 μg total RNA using Dynabeads oligo(dT)_25_ magnetic beads (Thermo Fisher Scientific) followed by clean-up with AMPure XP SPRI beads (Beckman Coulter). mRNA was then fragmented for 5 minutes at 70°C using Ambion's RNA Fragmentation Reagent (AM8740) followed by an additional clean-up step using AMPure XP SPRI beads. Fragmented RNA was reverse transcribed using random primers and SuperScript III (Thermo Fisher Scientific). After second strand synthesis, end repair, and 3' end adenylation per the TruSeq protocol (Illumina, Inc.), libraries were constructed using an Apollo 324 automated library system. After Illumina adapter ligation and amplification, all DNA libraries were quantified using an Agilent Bioanalyzer instrument to determine DNA length and a Qubit Fluorometer to quantify DNA amount. 10 cycles of amplification was performed prior to sequencing on an Illumina HiSeq 2000 system in the paired-end format (100 nt read lengths). All experiments were performed in biological duplicate.

#### RNA-seq data analysis

Trimmed reads were obtained from the sequencing core and then mapped to the GRCz10 genome assembly using TopHat2 as described above. Differential gene expression analysis was also performed as described above using DESeq2. RUV-Seq and fdrtool corrections were not required.

### Quantitative RT-PCR

Zebrafish embryos and mammalian cells were harvested in Trizol. RNA was isolated using standard Trizol procedures, followed by DNase treatment, purification with Phenol:Chloroform: Isoamyl alcohol (25:24:1, pH 4.5) and resuspension in RNase-free water. 1.5 μg of RNA was reverse transcribed using oligo-dT and Superscript III (Invitrogen). After reverse transcription of RNA, the samples were treated with RNase H (Promega) for 30 min at 37°C. For each qRT-PCR 30 ng of cDNA was mixed with 5 μl of 2X SYBR Green Master Mix (ABS), 0.2 μl of a 10 mM forward and reverse primer each (defrosted once) in a 10 μl reaction. The qRT-PCRs were performed in triplicate (technical) using primers described in S4 Table. Reference genes for relative quantification were *mob4* in zebrafish [102] and TATA-binding protein (*TBP*) in human cells. Fold-change calculations were performed by the ΔΔC_t_ method. Fold-changes from three biological replicates were used to determine the standard error of means. The p-values were calculated using Welch t-test in the R statistical computing software.

### Quantification and statistical analysis

All western blots were performed using infrared fluorophore conjugated secondary antibodies and were scanned on a LI-COR Odyssey CLx imager. Protein quantification was performed using Image Studio software (v5.2.5). Northern blot autoradiograms were scanned using Fuji FLA imager and quantified using ImageQuant TL software (v7.0). Average and standard error of means in the observed signal was determined for data from at least three biological replicates.

## Supporting information

S1 Fig Related to Fig 1. A. Multiple sequence alignments of Eif4a3, Rbm8a and Magoh protein sequences from organisms on the left. Consensus sequence is at the bottom with upper case letters indicating identity and lower case letters indicating similarity. Green indicates complete identity across all species, yellow and blue indicate the identical and unique amino acids in the regions with similarity. Identity between human and zebrafish EJC proteins: Eif4a3 (97%), Rbm8a (93%) and Magoh (100%). B. Western blot detecting proteins listed on the left in RNase I-treated zebrafish embryo total extract (TE, lane 1), depleted extract (DE, lanes 2, 4 and 6) and immunoprecipitates (IP, lanes 3, 5 and 7) with the Rbm8a antibody. Detergents supplemented to increase IP stringency are indicated on top of each lane. Optimized IP condition used in S1C is indicated by the dashed red box. C. Autoradiogram of γ^32^P 5′-end labeled RNAs from anti-Rbm8a RIP elution (lane 4) as well as indicated size-markers which include the low-molecular weight single-stranded DNA ladder (lane 1), 0.1 pmol 28 nt synthetic RNA (lane 2) and 100 bp DNA ladder (lane 3). D. Scatter plots comparing read counts for each gene in a pair of RIP-Seq replicates. The replicates (Rep1, Rep2, and Rep3) are indicated on the x- and y-axes. A pseudocount of 0.0001 was added to all genic read counts before log_2_ transformation. Pearson correlation coefficient (r) and p-value for the correlation test for each comparison is on the top left of each plot. E. Genome browser screenshots showing read coverage of Rbm8a RIP-Seq (only Rep 3, the deepest replicate is shown) in green and RNA-Seq in gray of select highly-expressed genes, *krt4*, *eef2b*, *eif4g1a*, and *hist1h4l (intron-less gene)*.
(TIF)

S2 Fig Related to Fig 2. A. Whole mount images of live 19 hpf EJC mutant embryos and WT sibling embryos stained with acridine orange. B. Whole mount images of live EJC mutant embryos and WT siblings at 21 hpf. C. Whole mount images of live EJC mutant embryos and WT siblings at 27 hpf. D. Whole mount images of live EJC mutant embryos and WT siblings at 32 hpf. Head necrosis is indicated by the dashed circle.
(TIF)

S3 Fig Related to Fig 5. A. Venn diagram showing the overlap of genes that are significantly upregulated in EJC mutant embryos and *upf1* morphant embryos at 24 hpf [55]. Hypergeometric test p-values for each comparison are also shown. B. MA plot showing the genes that are altered in expression (fold change > 1.5 and FDR < 0.05 in red and unchanged genes in gray) in *upf1* morphant embryos compared to control embryos at 12 hpf. The number of significantly upregulated genes is at the top right and the number of downregulated genes is at the bottom right. C. Venn diagram showing the overlap of significantly upregulated genes in *upf1* morphant embryos at 24 hpf [55] and *upf1* morphant embryos at 12 hpf. Hypergeometric test p-value for the comparison is indicated. D. Empirical CDF plot showing the fold changes in *upf1* morphant embryos (24 hpf) [55] of upregulated (blue) and unchanged genes (black) in 21 hpf *magoh* mutant embryos. Kolmogorov-Smirnov (KS) test p-value for differences in the two distributions are indicated at the bottom of the class descriptions. E. Empirical CDF plot as in S3D for upregulated (red) and unchanged genes (black) in *rbm8a* mutant embryos at 21 hpf. F. Empirical CDF plot as in S3D for upregulated (red) and unchanged genes (black) in *rbm8a* mutant embryos at 27 hpf. G. Empirical CDF plot showing the fold changes in *upf1* morphants (12 hpf) of upregulated (red) and unchanged genes (black) in *rbm8a* mutant embryos at 21 hpf. H and I. Proportion of uORF-containing (H) or 3′UI-containing (I) genes in the total number of genes showing significant (FDR < 0.05) fold changes in *rbm8a* mutant, *magoh* mutant and *upf1* morphant embryos. Genes are divided into four categories based on their log_2_ fold change: >1.5, 1.5 to 0, 0 to -1.5 and < 1.5.
(TIF)

S4 Fig Related to Fig 6. A. Histogram depicting the frequency of all zebrafish 3′UI transcripts in Ensembl GRCz10 (with APPRIS annotation) as a measure of the distance of the 3′UI from the stop codon. Data are shown in 5 nts bins and bins beyond 500 nts are not shown. Bins of proximal 3′UI genes are in blue and distal 3′UI bins are in gray. Inset: Histogram of all zebrafish proximal 3′UI transcripts binned by 1 nt. B. PANTHER14.0 [87] gene ontology (GO) term enrichment analysis of proximal 3′UI-containing genes (top, shades of blue) and all 3′UI-containing genes (bottom, shades of gray). All significant terms (Benjamini-Hochberg corrected p-value < 0.05) are shown for each set. C. A scatter plot showing gene-level fold change (FC) for transcripts with proximal 3′UI (dark blue: FC > 1.5 and light blue: FC < 1.5) and distal 3′UI (black: FC > 1.5 and gray: FC < 1.5) in *rbm8a* mutant embryos at 21 hpf compared to wild-type siblings. Genes encircled in red also contain a uORF as determined from a previously published dataset (see Materials and Methods). D. A scatter plot as in C showing fold changes of 3′UI-containing genes for 12 hpf *upf1* morphants compared to wild-type control embryos. E. Integrated genome browser (IGV) screenshots of Sashimi plots showing RNA-seq reads observed for *foxo3b*, *phlda2* and *cdkn1ba* in four zebrafish 24 hpf whole embryo RNA-seq datasets (as labeled on figure in different colors) obtained from the DanioCode consortium. Range of the number of reads mapping to the genes are indicated to the left of each track in black. Number of junction reads are indicated at the spliced junction in the color corresponding to the specific track. In case of *foxo3b*, due to the length of the second intron the screenshots of the first two and the last two exons are shown separately. F. Empirical CDF plot showing the fold changes in *magoh* mutants (21 hpf) of genes upregulated that contain a proximal (green) or distal (light purple) 3′UI or intron-less genes (black). Genes that also contained an uORF were excluded from analysis. Kolmogorov-Smirnov (KS) test p-value for differences in fold changes between the two groups is indicated on the bottom right. G. CDF plot as in F showing the fold changes in *rbm8a* mutants (27 hpf) of genes upregulated that contain a proximal (green) or distal (light purple) 3′UI or intron-less genes (black). Kolmogorov-Smirnov (KS) test p-value for differences in fold changes between the two groups is indicated on the bottom right.
(TIF)

S5 Fig Related to Fig 7. A. Histogram showing the frequency of all APPRIS 3′UI-containing transcripts in human GRCh38 as a measure of the distance of the 3′UI from the stop codon. Data are grouped in 5 nt bins from 1–500 nts. Proximal 3′UI-containing gene bins are indicated in blue; distal 3′UI-containing gene bins are indicated in gray. Red dotted line indicates distance from stop codon to farthest 3′UI = 50 nts. Histogram of transcripts from Ensembl annotation is shown in C. B. Histogram as in A of mouse proximal and distal 3′UI-containing transcripts in mouse GRCm38. Histogram of transcripts from Ensembl annotation is shown in D. C. Histogram as in A of proximal and distal 3′UI-containing human transcripts from Ensembl annotation of GRCh38. D. Histogram as in A of proximal and distal 3′UI-containing mouse transcripts from Ensembl annotation of GRCm38. E. PANTHER14.0 [86] gene ontology (GO) term enrichment analysis of human APPRIS proximal 3′UI-containing genes (shades of blue) and all human APPRIS 3′UI-containing genes (shades of gray). All significant terms (Benjamini-Hochberg corrected p-value < 0.05) are shown for each set. F. GO term enrichment analysis as in E of mouse APPRIS 3′UI-containing genes. G. A scatter plot showing gene-level fold changes for all Ensembl-annotated transcripts with proximal 3′UI (dark blue: FC > 1.5 and light blue: FC < 1.5) and distal 3′UI (black: FC > 1.5 and gray: FC < 1.5) in *UPF1* knockdown human embryonic kidney cells (HEK293) compared to control cells using previously published data [57]. Genes encircled in red also contain a uORF as determined from a previously published dataset (see Methods). H. A scatter plot showing gene-level fold changes for all APPRIS-annotated transcripts with proximal 3′UI (dark blue: FC > 1.5 and light blue: FC < 1.5) and distal 3′UI (black: FC > 1.5 and gray: FC < 1.5) in *UPF1* knockdown human embryonic stem cells (hESCs) compared to control cells using previously published data [62]. Genes encircled on red also contain a uORF as determined from a previously published dataset (see Materials and Methods). I. Scatter plot as in E showing gene-level fold changes of APPRIS-annotated mouse 3′UI-containing transcripts in *Smg6*^-/-^ knockout mouse embryonic stem cells (mESCs) compared to wild-type cells [63]. J. Western blots showing representative protein knockdown in one replicate for Fig 7E.
(TIF)

S6 Fig Related to Fig 8. A. Semi-quantitative RT-PCR shows transcript levels of *foxo3b*, *eif4a2* and *rpl13* (loading control) in *rbm8a* mutant and wild-type sibling embryos at 21 and 27 hpf. B. Western blots (on the left) show levels of Foxo3b, Rbm8a, Magoh, and Tubulin in *rbm8a* mutant embryos (lane 2) compared to WT siblings (lane 1) at 27 hpf (N = 20 embryos per genotype). Right: dot plot showing Foxo3b levels normalized to tubulin levels in *rbm8a* mutant embryos and WT siblings at 27 hpf in three biological replicates. Error bars: standard error of means. Welch’s t-test p-values are indicated at the top. C. Bar graph showing log_2_ fold changes of known Foxo3b transcriptional targets that show a significant upregulation (FDR < 0.05) in EJC mutant RNA-Seq datasets. Foxo3b targets are from Morris *et al*. 2015 [64]. A pound symbol indicates statistically non-significant log_2_ fold change with FDR > 0.05. D-G. Confocal images showing Myh1 immunofluorescence using anti-A4.1025 in somites 12–16 of WT sibling (D), *rbm8a*^-/-^ mutant (E), *rbm8a*^-/-^; *foxo3b*^+/-^ mutant (F), and *rbm8a*^-/-^; *foxo3b*^-/-^ mutant (G) embryos. (N = 5 embryos/genotype). H-K. Merged confocal images showing motor neurons (red; detected by anti-SV2 staining) and acetylcholine receptors (green; detected by alpha-bungarotoxin staining) in somites 12–16 of WT sibling (H), *rbm8a*^-/-^ mutant (I), *rbm8a*^-/-^; *foxo3b*^+/-^ mutant (J), and *rbm8a*^-/-^; *foxo3b*^-/-^ mutant (K) embryos. Neuromuscular junctions in the merged image are yellow. White arrowheads point to the distal end of the motor neuron. (N = 5 embryos/genotype). Scalebar in K (for panels D-K) is 100 nm. L. Boxplots showing quantification of motor axon length in embryos of genotypes indicated along the x-axis) (4 motor neurons/embryo and 5 embryos/genotype). Welch’s t-test p-values are indicated at the top.
(TIF)

S1 Table RIP-Seq and RNA-Seq data summary.

S2 Table Genes upregulated in RNA-Seq datasets represented in Fig 5A.

S3 Table Master list of zebrafish, mouse and human 3′UI-containing genes.

S4 Table List of oligonucleotides used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

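The deposited processed tables of 5 datasets were analysed, as the authors made them. The 4 RNA-Seq tables hold FPKM values per gene and library, which the authors computed from read counts after TopHat2 mapping to GRCz10 and scaling by size factors. The same tables hold the log2 fold change of each gene with its standard error, which the authors estimated in DESeq2. The likelihood ratio score of each gene, and the mean of normalized counts, a signal averaged over the libraries of a table, come from the same fit of the authors. The deposited p-value and adjusted p-value of each gene are also the authors', adjusted by the Benjamini-Hochberg method (magoh mutants and upf1 morphants) or with fdrtool (rbm8a mutants). The upf1 table leaves some adjusted p-values empty as deposited. The RIP-Seq table holds RPKM values per transcript, which the authors computed from reads without PCR duplicates. The 4 RNA-Seq tables were normalized separately by the authors, so tests were run within a table, and no level is compared between them.

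Libraries were assigned to genotype, treatment, time and replicate from their labels and the column names. In the 3 mutant tables the authors' own fold changes follow another division of the libraries more closely than these labels. The levels of the targeted gene overlap between the labelled groups. Values by the labels are therefore given for the library labelled mutant or sibling. Tests on the fold changes of the authors' deposited tables are given beside them. Genes with an FPKM of at least 0.5 in as many libraries as the smaller group holds were tested as log2(FPKM + 1) with limma (version 3.58.1, trended prior) in R (version 4.3.3). The model held genotype and, in the mutants, 1 RUVs factor computed from the differences between libraries of the same label. The paper does not state the number of factors. The deposited values are FPKM, so the test planned for counts was replaced by limma, the planned choice for values that are not counts. Reads were recovered from the FPKM to give the depth of each library, and no count model was run on them. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. From the fold changes of the authors' deposited tables and their standard errors a Wald p was computed and adjusted over all genes of a table. It was adjusted separately over the members of a list with a mean of normalized counts of at least 10.

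The choice of tests, 35 gene lists and most alternatives was fixed before the data were examined. Lists with at least 3 measured members were tested with camera at a preset correlation between genes of 0.01, and again with a correlation estimated from the libraries. With the estimate, camera rests on the residual degrees of freedom, 3 in each mutant fit and 2 in the morphants, and can hardly pass a list. It was not run with the estimate on simulated lists, so not passing there leaves a list undecided. On the authors' fold changes divided by their standard errors cameraPR was used with the same preset, and again on the fold changes without the standard errors. Overlaps of calls were tested by the one-sided hypergeometric tail, which is Fisher's exact test, over the genes tested in both tables, with 12 tests in a family, and 6 where the authors' mutant calls were set against the morphant calls made here. Shifts of fold changes were tested by the two-sided Kolmogorov-Smirnov test, with 6 tests in the family. Differences between effects in separate tables were tested by a z statistic from the authors' standard errors. Recomputation used Python (version 3.11.15) with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

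Named genes are those the paper's results name, wu:fj64h06, which S2 Table marks for a proximal 3′UI, the 5 genes with the largest rise and the 5 with the largest fall among those called with a mean FPKM of at least 1 and groups that do not overlap, up to 4 called members with the smallest p of each list, and the 14 genes common to the datasets in S2 Table, whose values there had been seen. Groups of 2 against 2, as in the morphants, do not overlap by chance in 33.3% of genes. Members of lists that are called in the authors' tables were chosen from those tables after their values were seen. Alternatives were a replicate block, 0 and 2 RUVs factors, other filters and pseudocounts, quantile normalization, no fold threshold, each library left out in turn and the authors' deposited p-values over the genes tested here. On data simulated with the spread of each comparison, limma called 16, 6, 15 and 4 unchanged genes (magoh mutants, rbm8a mutants at 21 hpf and at 27 hpf, and upf1 morphants) and camera called 0 of 20 unchanged lists in each. The simulated genes vary independently of each other, so the count of lists does not test the preset correlation. The share of false calls among all calls was above the nominal 5% in the models with an RUVs factor. Classes of 3′UTR introns, splicing, morphants at 24 hpf and coverage of RIP-Seq reads along transcripts were not analysed here.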

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

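The tests of column names, of depth by place, of the likelihood ratio statistic and of adjusted p-values, those of the overlaps with upf1 morphants, those of gene lists on the authors' fold changes and the counts over other splits were chosen only after the result was seen, and the tests of RUVs factors before it.

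Genes of the ER chaperone list fell in upf1 morphants (21 of 21 below 0, median log2 fold change -0.27, adjusted p = 3.7e-09 from camera, 0.443 with an estimated correlation), with calr (-0.66) and calr3a (-0.65), which encode calreticulins, past 1.5-fold and 2 members called when adjusted over the list alone. Ribosomal protein genes fell slightly in the morphants, with 2 of 76 above 0 and a median of -0.10 (adjusted p = 6.3e-08, 0.0381 after quantile normalization, 0.539 with an estimated correlation and 0.0945 on the authors' fold changes without their standard errors). Neural progenitor genes fell (24 tested, median -0.12, adjusted p = 2.0e-04, 0.539 with an estimated correlation), with the glial filament gene gfap (-0.94), the proneural gene ascl1b (-0.78) and the eye and forebrain regulator pax6a (-0.71) called. Sarcomere genes fell (18 tested, median -0.35, adjusted p = 3.3e-04, 0.539 with an estimated correlation and 0.230 on the authors' fold changes without their standard errors), with 6 called, among them smyhc1 (-1.05), tnni2b.1 (-0.68) and the cardiac actin gene actc1b (-0.63). Immediate early genes rose (17 tested, 2 called, adjusted p = 5.7e-04, 0.443 with an estimated correlation), with fosab and mycb (1.15) called. Targets of the integrated stress response rose (22 tested, 3 called, adjusted p = 0.00501, 0.443 with an estimated correlation), with the glutathione-degrading enzyme gene chac1 (0.71) and the amino acid transporter gene slc3a2b (0.62) among them. Zinc finger genes rose slightly (176 of 256 above 0, 1 called, adjusted p = 0.00829, 0.443 with an estimated correlation), and did not pass on the authors' fold changes (adjusted p = 0.129, and 0.212 without their standard errors). The paper does not discuss these 7 lists for the morphants, though it names the members fosab and nupr1a.

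In the 3 mutant tables the difference between libraries labelled mutant and sibling departs from the authors' fold changes. The tables argue against RUVs factors in the fit as its cause, since with 1 factor the r across genes was 0.691 (magoh), -0.13 (rbm8a at 21 hpf) and 0.531 (rbm8a at 27 hpf), below the r of another division of the libraries. That division, labelled mutant replicates 1 and 2 with sibling replicate 1 against the other 3 libraries, had an r of 0.990, 0.711 and 0.899, so columns named for other libraries, a mislabelled sample, may account for the departure. It is also the division of the first 3 library columns against the last 3, and in 3 of 3 tables it had the highest r of the 10 splits, as values placed in the order mutant 1 to 3 and sibling 1 to 3 under names in another order would give. Read by place in the table as mutant 1 to 3 and sibling 1 to 3, the recovered depth had a Pearson's r of 0.486 with that of S1 Table (permutation p = 0.0396, Spearman's rho 0.609, permutation p = 0.00827, 18 libraries, r = 0.789 without the 2 farthest), against 0.197 by column name (permutation p = 0.434, rho 0.201, permutation p = 0.423, r = 0.421 without the 2 farthest). Depth thus followed place more closely than name, but the r stayed under the bound set for it, so depth alone does not decide. By place, rbm8a stood at 3.69, 2.82 and 3.65 FPKM in the first 3 columns and 12.7, 14.4 and 10.7 in the last 3 at 27 hpf. At 21 hpf it stood at 7.01, 6.99 and 7.28 against 13.2, 8.39 and 13.3 FPKM, so by place it separates at both times. In the magoh comparison magoh overlaps by place as well, at 17.0, 4.42 and 3.67 against 13.6, 3.58 and 6.51 FPKM. Groups of 3 against 3 do not overlap by chance in 10% of genes. The labels were kept, since the other order was found from the same values. Sequencing runs, which the paper mentions without naming the libraries, stay open as a source of structure, and no biological explanation was tested.

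Most genes that the authors' deposited tables call in the mutants have a fold change within 2 standard errors of 0. The deposited p-values equal the tail of a chi-square distribution with 3 degrees of freedom in magoh mutants and with 2 in rbm8a mutants at 21 and at 27 hpf, for 100% of genes at a tolerance of 0.01, so a likelihood ratio test with more than genotype dropped from the model may call genes whose genotype effect is small. An adjusted p below the p it adjusts was found in 2594 calls at 21 hpf and 2354 at 27 hpf in rbm8a mutants, all that those tables hold, and may add calls there. In magoh mutants it was found in 0 calls, which argues against it for that table. A biological explanation was not tested, and the same tail with 2 degrees of freedom holds for upf1 morphants, where 644 of 644 calls have a Wald p under 0.05.

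Genes called higher in a mutant in the authors' deposited tables are called higher in upf1 morphants more often than chance, in magoh mutants (30 genes) and in rbm8a mutants at 27 hpf (68 genes). The tables argue against a difference in depth, by which well-counted genes are called more easily in both, since among genes with a mean of normalized counts of at least 100 there were 19 (5.24 expected) and 50 (4.38 expected). Without the listed genes of the p53 response, 24 and 58 remain, so genes of the p53 response alone may account for part of the overlap and cannot be told apart from a shared EJC and Upf1 effect, because the list covers only a part of that response. A shared effect on NMD targets stays open and was not tested here. The controls of the morphants were not injected, so a response to injection is not separated either.

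Between the labelled groups, limma called 0 genes in each of the 3 comparisons, so all 10 of 10 splits of the libraries are as large by construction, which says nothing about the labels. The highest count of another split was 34 in the magoh comparison, 0 in rbm8a mutants at 21 hpf and 22 at 27 hpf. Without the RUVs factor these splits call 0 genes, and limma with the factor called 16 and 15 unchanged genes in simulated data of the magoh comparison and of 27 hpf, so these counts are not evidence of a structure of the samples. Of the gene lists, camera called 20, 5 and 20 by the labels, and the highest count of another split was 16, 17 and 15, with 1, 4 and 1 splits as large. In each comparison the split with this highest count is labelled mutant replicates 1 and 2 with sibling replicate 1, the division that follows the authors' fold changes most closely. At 21 hpf in rbm8a mutants it calls several times the labelled count, which points to a structure of those samples. Another split there, labelled mutant replicate 1 with sibling replicates 1 and 2, calls 15 lists at an r of 0.0685 with the authors' fold changes, so a high count is not particular to that division. With 10 splits the share cannot fall under 0.05.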

How the results depend on the processing

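The settings with the authors' fold changes, with or without their standard errors, the Wald p, genes with a symbol, a mean of at least 100, quantile normalization, a pseudocount of 0.1 and an FPKM of at least 1 in every library were chosen only after the data were seen, and the other settings, the authors' deposited calls and p-values among them, were planned. Of 620 values of 70 single genes over 9 settings in the morphants, 608 kept their direction and their side of the threshold and 12 were no longer past it (eif4a3, rbm8a, si:dkey-117j14.6 and upb1), with 0 reversed. The paper does not state that replicate numbers pair the libraries, so the replicate block was not the reported model. In the mutants the numbers rest on column names in doubt, so pairing cannot be judged there. In the morphants, departures from the group means had an r of 0.176 between libraries of the same number and -0.176 between others. The block there gave 196 higher and 218 lower. The cause was not tested for any of the changes below, apart from settings that test fewer genes. The tests planned for counts (edgeR and DESeq2 fits, size factors, fdrtool and a filter at 10 counts) were not run, as the deposited values are FPKM. They were not run on the recovered reads either. The interaction and stage tests across tables, the classes of 3′UTR introns and a count filter on RIP-Seq reads were left out as well. The libraries of least depth, labelled rbm8a mutant replicates 2 and 3 at 21 hpf, hold 1561184 and 3063244 reads, and whether depth limits that comparison was not tested.

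By the labels, the counts of genes in the mutants stayed at 0 apart from these. With 2 RUVs factors 25 were higher and 7 lower in rbm8a mutants at 27 hpf. Leaving out 1 library gave 0 to 370 higher and 0 to 242 lower at 27 hpf, the highest without sibling replicate 2, and 0 to 1 higher and 0 to 25 lower at 21 hpf, the highest without mutant replicate 1. The authors' deposited p-values over the genes kept here gave 1101 higher and 801 lower in magoh mutants, 16 and 2 in rbm8a mutants at 27 hpf, and 394 lower in upf1 morphants. In the morphants (191 higher and 202 lower) a pseudocount of 0.1 gave 384 and 517, no fold threshold gave 1907 and 2175, an FPKM of at least 1 in every library, which tests fewer genes, gave 123 higher, and leaving out 1 library gave 195 to 210 higher and 192 to 296 lower. No scaling moved the median of all genes by over 0.1.

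With an estimated correlation 0 gene lists were higher and 0 lower in each comparison (reported were 18 and 2 in magoh mutants, 0 and 5 in rbm8a mutants at 21 hpf, 17 and 3 at 27 hpf and 10 and 5 in morphants). On so few residual degrees of freedom that setting can hardly pass a list, so these counts leave the lists undecided. Quantile normalization gave 9 higher and 0 lower in magoh mutants, 9 lower at 21 hpf and 8 higher at 27 hpf. At 21 hpf no RUVs factor gave 8 lower, the replicate block 1 higher and 8 lower, and the authors' fold changes 10 higher and 3 lower. At 27 hpf the authors' fold changes gave 11 higher. Without their standard errors, the authors' fold changes gave 8 higher and 3 lower at 21 hpf and 11 higher at 27 hpf.

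Own calls by the labels gave overlaps of 0, where the authors' deposited calls gave, higher and lower, 108 and 28 (rbm8a 21 hpf and magoh), 127 and 48 (rbm8a 21 and 27 hpf), 175 and 63 (magoh and rbm8a 27 hpf), 26 and 6 (magoh and upf1), 68 and 11 (rbm8a 27 hpf and upf1) and 40 and 5 (rbm8a 21 hpf and upf1). With the Wald p from the authors' fold changes, 0 genes were called in either 21 hpf mutant, so the overlaps between the mutants and of morphants with either 21 hpf mutant are fixed at 0 and test nothing. Genes with a deposited symbol gave 19 lower in both 21 hpf mutants, now past the threshold, and 25 lower in rbm8a mutants at both times, no longer past it. A mean of normalized counts of at least 100 gave 13 lower in both 21 hpf mutants and 5 lower in rbm8a mutants at 27 hpf and morphants, both now past it. With the authors' upf1 fold changes the median shift was 0.0245 for genes higher in magoh mutants and -0.0490 for genes lower in rbm8a mutants at 27 hpf, both now past the threshold. For genes lower in magoh mutants with a Wald p under 0.05 it was 0.00207, no longer past it. The mean r of the RIP-Seq replicates was 0.568 to 0.868 with 1 replicate left out, the highest without replicate 3.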

Differences from the paper's values

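The settings that use the authors' deposited calls and p-values were planned, and the use of the Wald p and of genes with a symbol was chosen only after the result was seen. The counts use the paper's thresholds of 1.5-fold and an adjusted p under 0.05. The fold threshold was applied to log2(FPKM + 1), where changes at low levels depend on the pseudocount. Counts by the labels rest on column names in doubt, so a count of 0 does not speak against the paper's. The paper's count of genes higher in magoh mutants is 707 and the count by the labels here is 0. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value, neither the other RUVs factors, the block, the filter, no fold threshold and each library left out (all 0) nor the authors' deposited p-values (1101). For rbm8a mutants at 21 hpf the paper's count is 1103 and the count here is 0, and none of those alternatives comes near it (0 to 1 higher, and 0 with the authors' deposited p-values). For rbm8a mutants at 27 hpf the paper's count is 499 and the count here is 0, and the only one of those alternatives within 1.5 times is that without sibling replicate 2 (370), while 2 RUVs factors gave 25, the authors' deposited p-values over the genes kept here 16 and the others 0. The genes that the authors' deposited tables call higher and give a symbol number 614, 1091 and 495 in the same order, a selection chosen after seeing the values, which keeps 614 of 1103, 1091 of 1768 and 495 of 1144 calls.

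The paper's overlap of both 21 hpf mutants is 103 higher and 29 lower genes, and that of own calls is 0 and 0. The authors' deposited calls gave 108 and 28, and no RUVs factor, the block, the smaller set of tested genes and leaving out the p53 pathway gave 0. With upf1 morphants the paper's overlap is 32 genes in magoh mutants and 65 in rbm8a mutants at 27 hpf, where own calls gave 0 and 0, the authors' deposited calls 26 and 68, and the other alternatives 0. For all 3 datasets the paper's count is 14, own calls gave 0 and the authors' deposited calls 21. Own morphant calls with the authors' mutant calls, chosen after seeing the values, gave 30, 68 and 24.

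The paper states that magoh transcripts are lower in magoh mutants, and the authors' deposited table has -0.06 (Wald p = 0.894), with rbm8a at -0.55 and -1.81 in rbm8a mutants. It states that casp8 rises in rbm8a mutants alone, and the authors' deposited table also calls it in magoh mutants (0.59). It names tp53inp1 among the genes higher in the mutants, which the authors' deposited table calls in 1 of 3 comparisons (-0.30 at 27 hpf). It describes ribosomal protein genes as lower in magoh mutants, where 69 of 78 lay above 0 in the authors' deposited table, 24 called higher and 2 lower, and that table is another fit than the one of S2 Table, so which of them the description rests on is not settled. It describes the overlap of morphants with rbm8a mutants at 21 hpf as not significant, where 44 genes were shared (11.3 expected, exact hypergeometric p = 3.3e-15) with own morphant calls and 40 (13.2 expected, exact p = 2.8e-10) with the authors' deposited calls. It describes genes higher in magoh mutants as shifted upward in morphants, where the adjusted p was 0.0523 with the fold changes computed here, and the authors' morphant fold changes, chosen after seeing the values, gave p = 1.9e-04 (n = 716 genes). It describes the replicates of RIP-Seq as well correlated on read counts per gene, where r on the deposited RPKM per transcript was 0.568 to 0.868. Without the transcripts at the most frequent ratio of each pair, r was 0.645 to 0.731. The measures differ, so these values do not test the paper's. Of the 707 genes that S2 Table lists for magoh mutants, 281 are called higher in the authors' deposited table, with an r of 0.75 across genes between the fold changes and 0% of them equal, while for the 499 genes of rbm8a mutants at 27 hpf 100% were equal.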

Other observations

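The tests of gene lists on the authors' fold changes were chosen only after the data were seen, and the list tests in upf1 morphants were planned. Blood and lens genes lay lower in rbm8a mutants at 27 hpf in the authors' deposited table, with 3 of 16 erythroid genes above 0 (5 called lower, median log2 fold change -0.42, adjusted p = 0.00827 from cameraPR, and 0.0589, not passing, without the standard errors), 2 of 16 myeloid genes above 0 (median -0.41, adjusted p = 0.00153) and 2 of 17 lens genes above 0 (3 called lower, adjusted p = 0.00976). The lens crystallin gene cryaa is at -1.05 there in the authors' deposited table. Pigment cell genes fell at 21 hpf, with 1 of 15 above 0 (median -0.33, adjusted p = 0.00891). Transcripts of the mitochondrial genome rose at 27 hpf, with 13 of 13 above 0 (median 0.69, adjusted p = 2.4e-05). ER chaperone genes rose in all 3 comparisons (adjusted p = 9.2e-05 in magoh mutants, 0.00891 and 4.0e-06 in rbm8a mutants at 21 and 27 hpf), with hspa5, the main chaperone of the ER, at 1.55 in magoh mutants and 1.35 at 27 hpf in the authors' deposited table. In upf1 morphants the same list fell. Heat shock genes rose in magoh mutants (adjusted p = 0.00114) and in rbm8a mutants at 21 hpf (adjusted p = 0.0204) and 27 hpf (adjusted p = 0.0207). Genes of splicing factors rose in magoh mutants (adjusted p = 8.4e-05) and at 21 hpf (adjusted p = 0.0325, and 0.169, not passing, without the standard errors) and did not pass at 27 hpf (adjusted p = 0.268). Between the labelled libraries some of these lists went the other way, with 12 of 16 erythroid genes above 0 at 27 hpf (adjusted p = 0.276 from camera) and 9 of 15 pigment cell genes at 21 hpf (adjusted p = 0.649), and the lens genes did not pass at 27 hpf (8 of 17 above 0, adjusted p = 0.756), nor did the ER chaperone, heat shock and splicing factor genes at 21 hpf in rbm8a mutants (adjusted p = 0.352, 0.351 and 0.649). Splicing factor genes passed at 27 hpf by the labels (higher, adjusted p = 4.2e-07 from camera). With an estimated correlation no list passed there (smallest adjusted p = 0.505 from camera). The other values use the preset correlation of 0.01, and the differences between comparisons were not tested.

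In upf1 morphants, liver and yolk genes fell (13 tested, adjusted p = 0.00299 from camera, 0.0710 after quantile normalization and 0.539 with an estimated correlation), with the apolipoprotein genes apobb.2 (-0.81), apoba (-0.79) and apoa2 (-0.61) called. The notochord collagen gene col2a1a (-0.85), the blood regulator tal1 (-0.68) and the histone gene h2afy2 (-0.72) fell. The splicing genes srsf10a and rbm39a rose by 0.63 each and ptbp3 fell by 0.59, while the list of splicing factors did not pass (39 tested, adjusted p = 0.578). The ribosomal protein paralog gene rpl22l1 fell from 90.4 to 42.7 FPKM (log2 fold change -1.06, adjusted p = 9.9e-05 from limma). The exonuclease gene isg20 (1.08) rose, and interferon genes as a list did not pass here (6 tested, adjusted p = 0.0837) but did on the authors' fold changes (12 genes, adjusted p = 0.00139 from cameraPR, and 0.0227 without the standard errors). Genes camk4, myhz2, mylpfb, rgs17 and st8sia5 were below the FPKM minimum in the morphants and were not tested.

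In the authors' deposited tables, genes that the paper names as NMD targets or for a 3′UTR intron had these log2 fold changes in magoh mutants, rbm8a mutants at 21 hpf and rbm8a mutants at 27 hpf. The values of isg15 are 0.50, 1.32 and 2.73, those of bbc3 0.56, 1.36 and 1.80, those of gadd45aa 0.75, 0.92 and 1.68 and those of atxn1b -0.22, 0.02 and 0.26. For eif4a2 they are -0.90, 0.65 and 0.62, for srsf3a 0.53, -0.10 and 0.16, for srsf7a 0.63, 0.47 and 0.24 and for upb1 0.75, 0.31 and 0.56.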
